# Sni445 recruits box C/D snoRNPs snR4 and snR45 to guide ribosomal RNA acetylation by Kre33

**DOI:** 10.1093/nar/gkag030

**Published:** 2026-01-28

**Authors:** Jutta Hafner, Ingrid Zierler, Hussein Hamze, Sébastien Favre, Matthias Thoms, Natalia Kunowska, Sarah Rimser, Benjamin Albert, Tomas Caetano, Marion Aguirrebengoa, Roland Beckmann, Ulrich Stelzl, Dieter Kressler, Anthony K Henras, Brigitte Pertschy

## Abstract

Eukaryotic ribosome synthesis is a highly complex, multistep process that is best characterized in the yeast *Saccharomyces cerevisiae*. It is orchestrated by >200 ribosome assembly factors and 75 small nucleolar ribonucleoproteins (snoRNPs), which guide site-specific chemical modifications of precursor rRNA (pre-rRNA). While canonical box C/D snoRNPs guide 2′-*O*-methylation, the atypical box C/D snoRNPs snR4 and snR45 guide acetylation of 18S rRNA residues C1280 and C1773, respectively, catalyzed by the acetyltransferase Kre33. Here, we identify and characterize Ynl050c/Sni445 as a novel ribosome assembly factor and previously unrecognized auxiliary component of the snR4 and snR45 box C/D snoRNPs. Sni445 associates with snR4 and snR45 in their free form and is required for their stable incorporation into 90S pre-ribosomes. Genetic interactions link Sni445 and the snR4 and snR45 snoRNAs to ribosomal proteins Rps20 (uS10) and Rps14 (uS11), which are positioned near the respective acetylation sites in the 40S subunit. Moreover, Sni445 physically interacts with Kre33 within the 90S pre-ribosome, and its absence abolishes acetylation of C1280 and C1773. Our findings suggest that Sni445 facilitates the recruitment of snR4 and snR45 snoRNPs to 90S particles and might promote their interaction with Kre33, thereby enabling the site-specific acetylation of 18S rRNA by Kre33.

## Introduction

Ribosomes are essential macromolecular complexes that translate mRNA into proteins in all domains of life. In eukaryotes, ribosomes are composed of two subunits: the small 40S subunit and the large 60S subunit. The 40S ribosomal subunit contains the 18S rRNA and 33 ribosomal proteins (r-proteins). The 60S subunit consists of three rRNA species, 5S, 5.8S, and 25S rRNA in the model eukaryote *Saccharomyces cerevisiae* (yeast), and 5S, 5.8S, and 28S rRNA in humans, as well as 46 r-proteins in yeast and 47 in humans [1, 2]. The rRNA undergoes extensive modification, primarily through 2′-*O*-methylation and pseudouridylation. Other modification reactions include base methylation and acetylation. Most of the corresponding modifications are introduced during the early steps of ribosome biogenesis [3, 4].

Ribosome biogenesis is a conserved multistep process that has been best characterized in yeast. More than 200 assembly factors transiently associate with pre-ribosomal particles to facilitate their maturation. This process begins in the nucleolus, where RNA polymerase I synthesizes the 35S pre-rRNA, a precursor for the mature 18S, 5.8S, and 25S rRNAs. These are flanked by external transcribed spacers (5′ ETS and 3′ ETS) and separated by internal transcribed spacers (ITS1 and ITS2). Spacer elements are then successively removed through endo- and exonucleolytic processing events (Supplementary Fig. S1A). Already co-transcriptionally, the earliest r-proteins and assembly factors associate with the pre-rRNA to form the 90S pre-ribosome. Cleavage at site A_2_ within ITS1 separates precursors for the 40S and 60S subunits, which then undergo independent maturation pathways in the nucleolus and nucleoplasm, followed by nuclear export and final cytoplasmic maturation, culminating in the production of functional ribosomes (reviewed in [5–10]).

Most rRNA modifications are introduced by small nucleolar ribonucleoproteins (snoRNPs), each comprising a small nucleolar RNA (snoRNA) and a set of four core proteins, including an enzyme. Through base pairing with the rRNA, snoRNAs guide the snoRNPs to their target sites, where the catalytic subunit introduces the modification. Two major classes of snoRNPs exist: box C/D snoRNPs, which mediate 2′-*O*-methylation, and box H/ACA snoRNPs, which catalyze pseudouridylation. In yeast, box C/D snoRNPs include the core proteins Nop56, Nop58, and Snu13, and the methyltransferase Nop1.

Of the 46 box C/D snoRNAs expressed in yeast, 42 function as 2′-*O*-methylation guides. The remaining four, i.e. U3, snR190, snR4, and snR45, do not guide methylation. U3 and snR190 instead play structural roles in ribosome assembly, whereas snR4 and snR45 guide the *N*^4^-acetylation of cytidines C1280 and C1773 in 18S rRNA [3, 4, 11–14] (Supplementary Fig. S1B). These acetylation-guide snoRNAs are proposed to base-pair with rRNA sequences flanking the target sites, creating an unpaired bulge containing the cytidine that is modified (Supplementary Fig. S1B, II). 

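In the R64 yeast genome, the gene of snR4 lies on chromosome V from 424698 to 424883 on the plus strand and is 186 nt long. It stands alone between protein-coding genes, with RPS26B 386 nt upstream and PMD1, on the opposite strand, 304 nt downstream. The gene of snR45 lies on chromosome XVI from 821732 to 821903 on the plus strand and is 172 nt long, with NOC4 308 nt to its left on the opposite strand and ASN1 716 nt to its right. Neither snoRNA is annotated within an intron or another gene. The first annotated copy of the 18S rRNA gene, RDN18-1, lies on chromosome XII from 455933 to 457732 on the minus strand and is 1800 nt long. The cytidine targeted through snR4, C1280, is at position 456453 of that chromosome, 520 nt from the 3′ end of the 18S rRNA, within GGTGCATGGCCGTTCTTAGTT, the rRNA sequence written as DNA with 10 nt on each side of it. The cytidine targeted through snR45, C1773, is at position 455960, 27 nt from the 3′ end, within ACAAGGTTTCCGTAGGTGAAC. Both sequences were the same in RDN18-2, the other annotated copy.

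**Figure D1:**
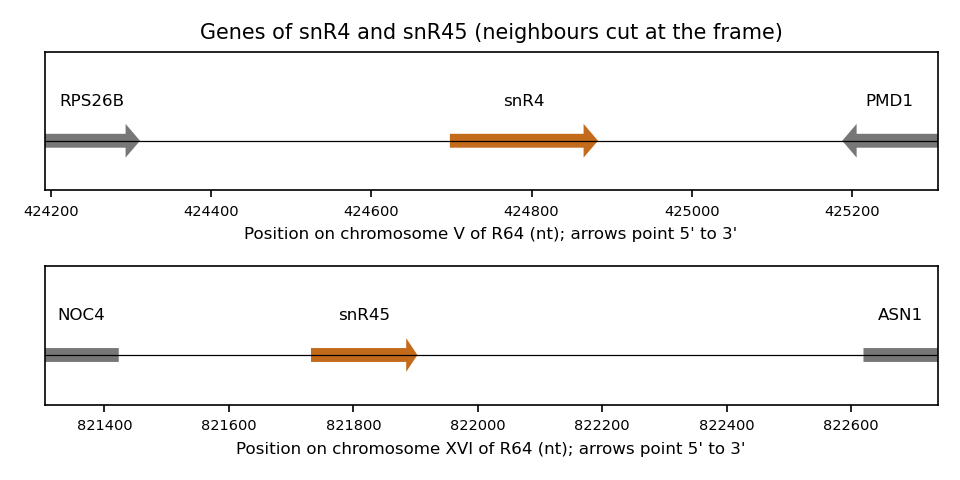
Map of the genes of snR4 and snR45 on chromosomes V and XVI of R64, with position in nt on the horizontal axis and arrows pointing from 5′ to 3′. Orange arrows are the snoRNA genes and grey bars the nearest protein-coding genes, which run on beyond the frame; snR4 and snR45 each lie in a stretch between genes.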

The acetyl groups are not installed by the canonical box C/D snoRNP core proteins, but instead by the conserved acetyltransferase Kre33 (NAT10 in humans). Kre33 catalyzes *N*^4^-acetylcytidine formation in both rRNA and tRNA, and additionally contributes to 90S pre-ribosome maturation through a modification-independent structural function [11, 15–17].

Here, we introduce a novel ribosome assembly factor Sni445, functioning as an accessory protein component of the snR4 and snR45 acetylation guide snoRNPs. Sni445 binds to the free snoRNPs already during their synthesis and is required for their docking to 90S pre-ribosomal particles. There, Sni445 interacts with the acetyltransferase Kre33, probably stabilizing the contact between Kre33 and snR4/snR45, thereby facilitating 18S rRNA acetylation.

## Materials and methods

### Yeast strain and plasmid construction

All *S. cerevisiae* strains that were used in this study are listed in Supplementary Table S1 and were generated by using established methods for chromosomal deletion and tagging [18, 19]. To introduce the *kre33.R637A* allele into the chromosome, a knock-in strategy based on homologous recombination was employed. For this purpose, a plasmid was constructed containing a recombination cassette composed of: (i) the 3′-terminal 1800 nucleotides of either the *KRE33* wild type or *kre33.R637A* allele; (ii) 150 bp of downstream sequence corresponding to the *KRE33* terminator; (iii) a hygromycin resistance cassette; and (iv) chromosomal sequence spanning nucleotides 226–683 downstream of the *KRE33* open reading frame. The recombination cassette was PCR-amplified using the plasmid as a template, and the resulting linear PCR product was transformed into *RPS20* shuffle and *RPS14* shuffle strains. Hygromycin-resistant clones were selected on drug-containing plates, and correct genomic integration was confirmed by colony PCR and subsequent sequencing.

All plasmids generated in this study are listed in Supplementary Table S2 and were constructed using well-established molecular cloning methods employing restriction enzymes. All DNA fragments that were generated by PCR were confirmed by sequencing.

### Microscopy

Yeast cells expressing C-terminally green fluorescent protein (GFP)-tagged Sni445 and the nucleolar marker protein Nop58-RedStar2 from the genomic locus were examined under a fluorescence microscope in logarithmic growth phase. For the anchor away technique [20], yeast cells genomically expressing the Sni445-FRB-GFP [FKBP12-rapamycin-binding domain of human target of rapamycin (mTOR)-GFP] fusion protein were grown in logarithmic growth phase and were then incubated for up to 120 min with 1 µg ml^−1^ rapamycin in the absence or presence of 10 µg ml^−1^ cycloheximide. After various incubation times, cells were visualized under the fluorescence microscope and compared with untreated cells. Both microscopy experiments were performed using a Leica DM6 B microscope with GFP or RHOD ET filters, a × 100/1.4 Plan APO objective, a DFC 9000 GT camera, and the LasX software.

### Yeast two-hybrid assays

Yeast two-hybrid (Y2H) assays were performed to analyze protein–protein interactions. For this purpose, the Y2H reporter strain PJ69-4A [21] was transformed with two different plasmids, one plasmid encoding the bait protein fused N-terminally to the DNA-binding domain of the Gal4 transcription factor (abbreviated as BDN or G4BDN, with a c-myc tag and a *TRP1* marker used for selection) and the other plasmid encoding the prey protein fused C-terminally to the transcription activation domain of the Gal4 transcription factor (abbreviated as ADC or G4ADC, with a HA-tag and a *LEU2* marker used for selection). As controls, plasmids carrying just the DNA-binding domain of the Gal4 transcription factor (BDN-empty) or just the activation domain of the Gal4 transcription factor (ADC-empty) were used. After transformation, yeast cells were spotted in 10-fold serial dilutions starting with OD_600_ 0.75 on plates lacking tryptophan and leucine (SDC-Leu, -Trp, serving as control plates); plates lacking tryptophan, leucine, and histidine (SDC-Trp, -Leu, -His; growth on these plates shows activation of the *HIS3* reporter gene, indicating a weak protein–protein interaction), or plates lacking tryptophan, leucine, and adenine (SDC-Trp, -Leu, -Ade; growth on these plates shows activation of the *ADE2* reporter gene, indicating a strong protein–protein interaction). Plates were incubated for 3 days at 30°C.

### TurboID-based proximity labeling

The plasmid expressing C-terminally TurboID-tagged Sni445 under the control of the copper-inducible *CUP1* promoter was transformed into a wild-type yeast strain (YDK11-5A). The proximity labeling experiment, mass spectrometry (MS), data analysis, and graphical representation were carried out as previously described [22]. Raw data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository (https://www.ebi.ac.uk/pride/)[23] with the dataset identifier PXD067909. Additionally, a table containing the MaxQuant output data as well as the processed data is provided in Supplementary Table S3.

### Genetic interaction tests

To analyze genetic interactions, *SNI445, SNR4*, or *SNR45* were deleted in *RPS14* or *RPS20* shuffle strains. The *RPS20* gene is present as a single genomic copy; the *RPS20* shuffle strain contains a chromosomal deletion of *RPS20* and a *URA3* plasmid expressing wild-type *RPS20*. In contrast, *RPS14* is present as two paralogs in the yeast genome, *RPS14A* and *RPS14B*. The *RPS14* shuffle strain carries deletions of both genes and a *URA3* plasmid expressing wild-type *RPS14A*. Moreover, *SNR4* or *SNR45* were knocked out or the *kre33.R637A* allele was chromosomally integrated in *RPS14* or *RPS20* shuffle strains. The resulting strains were transformed with *LEU2* plasmids carrying either wild-type or different alleles of *RPS20* and *RPS14*. After transformation, cells were streaked on SDC plates (SDC+ all) containing 1 g l^−1^ 5-fluoroorotic acid (FOA; Thermo Scientific) to select for cells that lost the *URA3* plasmid carrying the respective wild-type gene. Subsequently, cells were spotted on SDC-Leu agar plates in 10-fold serial dilutions starting with OD_600_ 0.75. Plates were incubated for 2–3 days at 25, 30, and 37°C. Cells which were not able to grow on 5-FOA-containing agar (*rps14a.R136A sni445*∆, *rps14a.R136A* ∆s*nr45*, and *rps14a.R136A kre33.R637A*), and hence were not viable without the *URA3* plasmid, and respective controls were spotted on SDC-Leu plates and SDC plates containing 5-FOA in serial dilutions starting with OD_600_ 2, and incubated at 30°C for 3–6 days.

### Cross-linking and analysis of cDNA experiment

For cross-linking and analysis of cDNA (CRAC) experiments, a yeast strain expressing from the chromosomal locus a Sni445 fusion protein bearing a C-terminal HTP-tag [His6 tag–tobacco etch virus (TEV) protease cleavage site–protein A tag] and an untagged wild-type strain (negative control) were used. The CRAC experiment was performed as previously described ([24, 25]). The cDNA samples were sent for Illumina NextSeq2000 deep sequencing (EpiRNA-Seq facility, CNRS, Université de Lorraine, INSERM).

CRAC-seq data processing was performed using the pyCRAC toolkit (version 1.5.1) (https://sandergranneman.bio.ed.ac.uk/pycrac-software), a suite of Python-based tools specifically designed for the analysis of CRAC data. The analysis pipeline was implemented using Snakemake (version 8.5.5), ensuring workflow reproducibility, modularity, and scalability. Each step of the pipeline was encapsulated within dedicated conda environments, guaranteeing consistent software dependencies across executions.

- Raw reads were first demultiplexed using pyCRAC’s “pyBarcodeFilter.py” with one mismatch allowed.

- Raw reads were quality-checked using FastQC (v0.12.1) and aligned to the _Saccharomyces cerevisiae_ pyCRAC’s reference genome (Saccharomyces_cerevisiae.EF2.59.1.0.fa) using Novoalign (v3.09.00) with the “-r Random” parameter to randomly assign multimapping reads. Both “.sam” and “.novo” output files were retained to support downstream analyses: “.sam” files were used to generate counts per million (CPM)-normalized BigWig coverage tracks using “samtools” (v1.14) for sorting and indexing, and “deepTools” (v3.4.3) for coverage computation (“bamCoverage”); “.novo” files were used as input for pyCRAC’s internal tools requiring alignment metadata.

- The pyCRAC’s reference GTF annotation file (Saccharomyces_cerevisiae.EF2.59.1.3.gtf) was first checked using PyCRAC’s “pyCheckGTFfile.py”. Gene name information was extracted using PyCRAC’s “pyGetGeneNamesFromGTF.py”, and a tabular genome file required by pyCRAC was generated from the reference FASTA using a custom Python script.

- PyCRAC’s pyReadCounters.py was used to quantify the number of cross-linking events per transcript. 

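The read counts of both CRAC libraries exist under a length limit of 30 and under a limit of 1000. For every feature, the count under the 30 limit was contained in the count under the 1000 limit. The 30 limit kept 10291220 mapped reads of the Sni445-HTP library, 47.1% of those under the 1000 limit, and 5193825 reads of the untagged control, 41.0%. Of the reads on snR4, 46.1% were within the 30 limit with Sni445-HTP (95% interval 46.1 to 46.1) and 64.0% in the control (63.8 to 64.2). For snR45 the values were 47.9% (47.9 to 48.0) and 97.2% (97.1 to 97.3). The other snoRNAs had 52.6% (52.1 to 53.1) of their reads within the limit with Sni445-HTP and 31.0% (31.0 to 31.1) in the control, and rRNA had 59.7% (59.6 to 59.8) and 43.2% (43.2 to 43.2). For the remaining RNAs the shares were 97.7% (97.7 to 97.7) and 36.0% (36.0 to 36.0). Without the intergenic features INT_0_2879 and INT_0_9029, the Sni445-HTP value for the remaining RNAs was 58.6% and that of the control 34.8%. With features of fewer than 100 reads left out, the value for the remaining RNAs with Sni445-HTP moved to 98.0%.

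**Figure D2:**
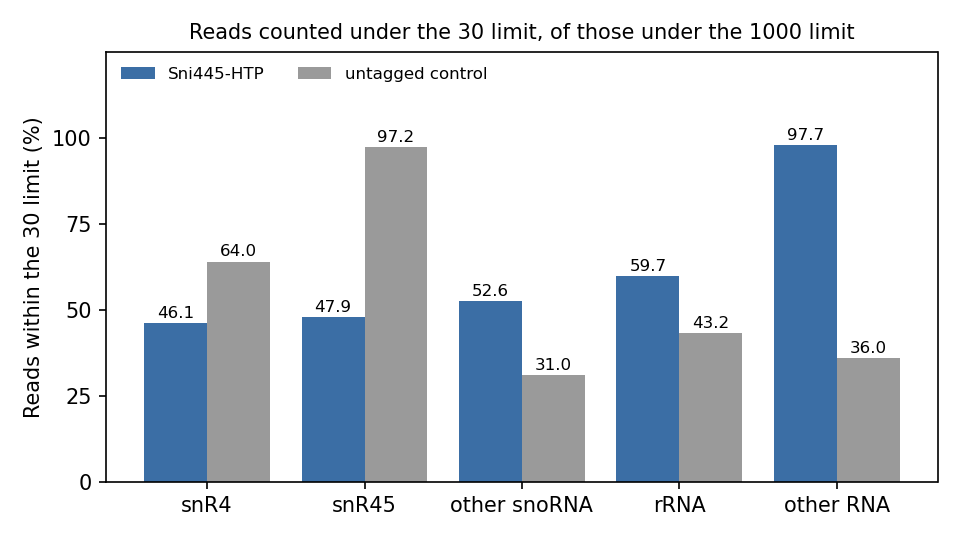
Percent of the reads counted under the 1000 limit that were also counted under the 30 limit, for each RNA family, in the Sni445-HTP library (blue) and the untagged control (grey), 1 library each. The control bar of snR45 stands at 97.2% and the Sni445-HTP bar at 47.9%.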

The tool was run without the “-blocks” option, using various values for the “-readLength” parameter; in this study we generated data at 30 and 1000 bp read lengths. All hits were analyzed without limitation applied.

- Pileup profiles of cross-link events were generated using PyCRAC’s pypileup.py. This tool was run with default parameters with pyreadCounter output gtf as input.

All configuration files, custom scripts, and conda environment definitions used to run the workflow are available upon request, enabling full reproducibility of the analysis.

Next-generation sequence (NGS) analysis files of raw and processed data were deposited in the Gene Expression Omnibus database under the accession number GSE299803.

### Tandem affinity purification

Cells expressing chromosomally C-terminally tandem affinity purification (TAP)-tagged (calmodulin-binding peptide–TEV protease cleavage site–protein A tag) fusion proteins were used for TAP purifications. To this end, cells were grown in 2 liters of YPD to an OD_600_ of 1.8, harvested, and frozen at -20°C. Pellets were suspended in lysis buffer [50 mM Tris-HCl pH 7.5, 100 mM NaCl, 1.5 mM MgCl_2_, 0.075% NP-40, 1 mM dithiothreitol (DTT, Roth), and 1× Protease Inhibitor Mix FY (Serva)] and lysed by mechanical disruption using glass beads. After a centrifugation step, the cleared cell lysates were incubated with 300 µl of IgG Sepharose™ 6 Fast Flow (GE Healthcare) for 1.5 h at 4°C. IgG beads were then transferred into Mobicol columns (MoBiTec) and washed with 10 ml of lysis buffer. After washing the beads, 300 µl of buffer containing TEV protease was added and bound proteins were eluted for 70 min at room temperature. CaCl_2_ was added to TEV eluates to a final concentration of 2 mM, and the TEV eluate was then incubated with 65 µl of Calmodulin Sepharose™ 4B (GE Healthcare) for 1 h at 4°C. After washing beads with 5 ml of buffer containing 2 mM CaCl_2_, elution of bound proteins was performed using 40 µl of elution buffer containing 5 mM EGTA for 20 min at room temperature. Eluates were then used for RNA isolation or samples were subjected to MS proteomics analysis. Proteins were additionally further analyzed on NuPAGE™ 4–12% Bis-Tris gels followed by staining with the NOVEX^®^ Colloidal Blue Staining Kit (Thermo Fisher).

### FLAG purification

Cells expressing C-terminally FLAG-tagged Sni445 from the genomic locus were grown in 2 liters of YPD to an OD_600_ of 1.8. Cells were harvested and frozen at -20°C. Pellets were suspended in lysis buffer (50 mM Tris-HCl pH 7.5, 100 mM NaCl, 1.5 mM MgCl_2_, 0.075% NP-40, 1 mM DTT, and 1× Protease Inhibitor Mix FY). Cells were then lysed by mechanical disruption using glass beads. After a centrifugation step, the cleared lysates were incubated with 300 µl of Anti-FLAG^®^ M2 Affinity Gel (Sigma Aldrich) for 1 h at 4°C. Beads were then transferred to Mobicol columns (MoBiTec) and washed with 10 ml of buffer. Elution of bound proteins was performed using buffer containing 100 µg ml^−1^ FLAG-peptide (Sigma Aldrich) for 1 h at 4°C. Eluates were then used for RNA isolation or samples were analyzed by MS analysis. Final samples were further analyzed on NuPAGE™ 4–12% Bis-Tris gels followed by staining with the NOVEX^®^ Colloidal Blue Staining Kit (Thermo Fisher).

### Split tag purification of Sni445-TAP and Nop58-FLAG

Cells were grown to an OD_600_ of ∼3, harvested by centrifugation, flash-frozen in liquid nitrogen, and stored at -80°C. Cells were lysed using a SPEX 6970EFM Freezer/Mill. Cell powder was resuspended in buffer containing 60 mM Tris-HCl pH 7.5, 50 mM NaCl, 40 mM KCl, 5 mM MgCl_2_, 1 mM DTT supplemented with 5% glycerol, 0.1% NP-40, and 1× EDTA-free protease inhibitor (Roche). The lysate was cleared by two successive centrifugation steps: first at 4 000 rpm for 15 min (Eppendorf 5810 R), and second at 17 500 rpm for 25 min (Sorvall LYNX 6000). Both steps were carried out at 4°C. The supernatant was incubated with pre-equilibrated IgG Sepharose™ 6 Fast Flow affinity resin and incubated at 4°C on a turning wheel for 90 min. IgG beads were collected by centrifugation and, after a batch wash, were transferred to a Mobicol column (MoBiTec) and washed with an additional 10 ml of lysis buffer by gravity flow. Bound proteins were eluted from the beads by the addition of homemade TEV protease by incubating for 90 min at 16°C. Anti-FLAG M2 agarose beads (Sigma-Aldrich) were added to the eluate and incubated for 60 min at 4°C. The beads were washed with buffer supplemented with 0.01% NP-40 and 2% glycerol and transferred to a Mobicol column (MoBiTec) for a final wash with 10 ml of buffer containing 0.05% Nikkol and 2% glycerol. Samples were eluted by the addition of 3× Flag peptide (Sigma-Aldrich, final concentration 250 µg ml^−1^) for 1 h at 4°C, and analyzed on a 4–12% polyacrylamide gel (NuPAGE, Invitrogen) stained with colloidal Coomassie. Co-purifying proteins were analysed by MS.

### Mass spectrometry proteomics

#### Sample processing

Purifications for MS proteomics were performed in three independent replicates. Eluates of the Sni445-FLAG and Sni445-TAP purification, as well as the Pwp2-TAP and Enp1-TAP purifications, were processed using S-Trap™ micro columns (ProtiFi, Cat# C02-micro-80) following the high recovery protocol recommended by the manufacturer and using trypsin (Pierce, Cat# 90 059) as the carrier protein. After elution from the columns, the samples were lyophilized and resuspended in 12 μl of 0.1% formic acid; then 1 μl thereof was used per MS injection.

#### Mass spectrometry

Tryptic peptide samples were analyzed on an UltiMate 3000 RSLC (Thermo Scientific) coupled to a TimsTOF PRO (Bruker) mass spectrometer. Peptides were separated on a reversed-phase C18 Aurora column (25 cm × 75 µm) with an integrated Captive Spray Emitter (IonOpticks) at a column temperature of 50°C and a flow rate of 300 nl min^−1^. Mobile phases were A, 0.1% (v/v) formic acid in water; and B, 0.1% (v/v) formic acid in acetonitrile. Fraction B was linearly increased from 2% to 25% in a 90 min gradient, then increased to 40% for 10 min, and finally further increased to 80% for 10 min, followed by re-equilibration. The column was washed between runs with 50% buffer B for 3 min, 80% buffer B for 3 min, and re-equilibration with 2% buffer B for 5 min. The spectra were recorded in data-independent acquisition (DIA) mode.

#### Data processing

The DIA data were quantified with DIA-NN v.1.9 using a synthetic fasta library computed from the UniProt *S. cerevisiae* protein database file (reviewed; March 20, 2022), with default settings. MS2 and MS1 mass accuracies were set to 20 ppm and scan window size was set to 9. Output was filtered at 0.01 false discovery rate (FDR).

#### Data analysis

The label-free quantification (LFQ) output table generated in DIA-NN was filtered, and only the proteins detected in at least three out of six MS runs for any of the pulldowns were kept. The LFQ values were then log_2_-transformed, *z*-score- and bait-normalized, and the values for each biological replicate were averaged across the two MS runs. Next, the mean value for the three biological replicates was calculated and the missing values were imputed using Perseus style imputation with random values drawn from a normal distribution downshifted by 1.8 standard deviation (SD) with a width of 0.3 for each sample. Finally, the difference between averaged log_2_ intensity values of Sni445-TAP and Sni445-FLAG, Pwp2-TAP and Pwp2-TAP *sni445*Δ, and Enp1-TAP and Enp1-TAP *sni445*Δ, and the average normalized LFQ from all replicates were calculated.

The MS proteomics raw data together with the processing files were deposited to the ProteomeXchange Consortium using the PRIDE partner repository (https://www.ebi.ac.uk/pride/) with the dataset identifier PXD065447.

### Northern blotting

For RNA isolation, crude extract and final eluate from TAP or FLAG purifications were adjusted to a final volume of 600 µl with the respective buffers. RNA was extracted in two rounds of phenol-chloroform-isoamyl alcohol (25:24:1) extraction followed by one round of chloroform-isoamyl alcohol (24:1) extraction. RNA was then precipitated by adding 1/10 volume of 3 M sodium acetate pH 5.2, 2.5 volumes of 100% ethanol, and 1 µl of GylcoBlue™ (Invitrogen). After precipitation overnight at -20°C and pelleting of precipitated RNA by centrifugation, RNA pellets were dissolved in nuclease-free water. For analysis of snoRNAs, RNA samples were then loaded on NuPAGE™ 6% TBE-Urea gels (Thermo Fisher) followed by blotting onto Hybond N^+^ nylon membranes (Amersham Biosciences) using 0.5× TBE buffer at 300 mA.

For analysis of (pre-)rRNAs, 3 µg of RNA per lane were separated on 1.6% MOPS-agarose gels containing 20 mM 3-(*N*-morpholino)-propanesulfonic acid (MOPS), 5 mM sodium acetate, 1  mM EDTA, 0.75% formaldehyde, and ethidium bromide (pH 7.0), transferred overnight onto Hybond N^+^ nylon membranes (Amersham Biosciences) by capillary transfer, and UV cross-linked to the membrane.

To detect different snoRNA or (pre-)rRNA species, oligonucleotides complementary to the snoRNAs of interest were 5′-^32^P-labeled using T4 polynucleotide kinase and γ-[^32^P]ATP [185 TBq (5000 Ci) mmol^−1^ (Hartmann analytics)]. To enhance signals, several oligonucleotide probes complementary to different regions of the same snoRNAs were combined. The following oligonucleotides were used: snR4-1, 5′-CATCGACCCAGGAAAGCATCTTACAC-3′; snR4-2, 5′-CTAGAGTTATTTTAAAACAC-3′; snR4-3, 5′-CTATAACCTATCCTCATCGACTG-3′; snR45-1, 5′-CAGATCGCTCCGAGAAGAATTG-3′; snR45-2, 5′-GCGCAGGAACCGCTATCTCC-3′; snR45-3, 5′-CATTCTTAAGAATGTAACAAGATCAATGGG-3′; U3, 5′-GGATTGCGGACCAAGCTAA-3′; snR10-1, 5′-CCTTGTCGTCATGGTCGAATCG-3′; snR10-2, 5′-TCCTTGCAACGGTCCTCATC-3′; snR35-1, 5′-GAAGCCTAAACTTCCCTCAATTTCCTACAC-3′; snR35-2, 5′-CCAAAAGAGACTCGATATAAACAACACGG-3′; snR35-3, 5′-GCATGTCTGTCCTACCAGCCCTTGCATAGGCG-3′; U14-1, 5′-GGAACCAGTCTTTCATCACCGTG-3′; U14-2, 5′-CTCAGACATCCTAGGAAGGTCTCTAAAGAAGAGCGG-3′, U14-3, 5′-GTTAAGGAACCAGTCTTTCATCACCGTG-3′; snR77-1, 5′-GTTTTTGTTATAATCATCATATG-3′; snR77-2, 5′-CAACATATACTCGTTCAGCCAG-3′; snR77-3, 5′-CTAGGTCAGGATAGTGCAAAAACG-3′; D/A_2_ (20S), 5′-GACTCTCCATCTCTTGTCTTCTTG-3′; A_2_A_3_ (27SA2, 23S), 5′-TGTTACCTCTGGGCCC-3′; E/C2 (27S A + B), 5′-GGCCAGCAATTTCAAGTTA-3′; 18S, 5′-GCATGGCTTAATCTTTGAGAC-3′; and 25S, 5′-CTCCGCTTATTGATATGC-3′. Hybridization with the radiolabeled oligonucleotides was performed at 37°C overnight in buffer containing 0.5 M Na_2_HPO_4_, pH 7.2, 7% sodium dodecylsulfate (SDS), and 1 mM EDTA. After three subsequent washing steps with a buffer containing 40 mM Na_2_HPO_4_, pH 7.2, 1% SDS, signals were detected by exposing X-ray films. Membranes were regenerated by washing in 1% SDS prior to hybridization. X-ray films were scanned using a ChemiDoc Imager (Biorad), and band intensities were quantified using the Image Lab™ software (Biorad).

### Reverse transcription and misincorporation analysis of *N*^4^-acetylcytidine in 18S RNA

For detection of *N*_4_-acetylcytidines (ac4Cs), we adapted the assay developed in [26]. Cells were grown in 20 ml of YPD at 30°C to an OD_600_ of 0.7–0.9, and 4 OD_600_ units were harvested. Cells were resuspended in 200 µl of lysis buffer containing 40 mM Tris–HCl pH 7.5, 40 mM EDTA, and 2% SDS, and mechanically lysed by vigorous shaking with 200 µl of glass beads (0.5 mm diameter) for 3 min. RNA was extracted from the lysate by three extraction steps with phenol–chloroform–isoamyl alcohol (25:24:1) and one extraction step with chloroform–isoamyl alcohol (24:1). RNA was then precipitated by addition of 1/10 volume of 3 M sodium acetate (pH 5.2), 2.5 volumes of 100% ethanol, and 1 µl of GlycoBlue™ (Invitrogen), and, after drying, RNA was dissolved in 30 µl of nuclease-free water.

For chemical reduction of ac4C in 18S rRNA, 1 µg of the isolated RNA was incubated with either H_2_O or 100 mM sodium borohydride (NaBH_4_) in a final reaction volume of 100 µl. Samples were incubated at 37°C for 1 h, quenched with 15 µl of HCl (1 M), and neutralized by addition of 15 µl of Tris–HCl buffer (1 M, pH 8.0) in a final volume of 200 µl. RNA precipitation was performed by addition of 1/10 volume of 3 M sodium acetate (pH 5.2), 2.5 volumes of 100% ethanol, followed by centrifugation at 4°C, 15 000 rpm for 15 min. The RNA pellet was washed with 70% ethanol and, after drying, dissolved in 10 µl of nuclease-free water.

For reverse transcription, 200 pg of RNA from individual treatment reactions were incubated with 4 pmol of the respective primers [18S_h34_rev (5′-GGTTAAGGTCTCGTTCGTTATCG-3′) for analysis of the acetylated cytidine in helix h34, or 18S_h45_rev (5′-TAATGATCCTTCCGCAGGTTCACCTAC-3′) for analysis of the acetylated cytidine in helix h45], 10 nmol dNTP mix (NEB), and nuclease-free water in a final reaction volume of 10 µl, incubated at 65°C for 5 min, and promptly transferred on ice. Then 1× Induro RT Reaction Buffer (NEB), 8 U of murine RNase inhibitor (NEB), and 200 U of Induro Reverse Transcriptase (NEB) were added in a final volume of 20 µl. Samples were incubated at 55°C for 10 min, followed by inactivation at 95°C for 1 min.

A 2 µl aliquot of the cDNA products was used as template in a 50 µl PCR with 1× Q5 reaction buffer (NEB), 25 pmol of forward primers [18S_h34_fwd (5′-AAGGAATTGACGGAAGGGC-3′) or 18S_h45_fwd (5′-CGTCGCTAGTACCGATTGAATGGCTTAG-3′)] and 25 pmol of the respective reverse primers used for the reverse transcription (18S_h34_rev or 18S_h45_rev, respectively), 10 nmol dNTP mix, and 2.5 U of Q5 Polymerase (NEB). PCR was performed with an initial denaturation at 98°C for 30 s; followed by 34 cycles of denaturation at 98 °C for 10 s, annealing at 66 °C (helix 34) or 71°C (helix 45) for 30 s, elongation at 72 °C for 30 s; and a final elongation at 72°C for 2 min.

For Sanger sequencing, 5 µl of each PCR product was cleaned up using the Exo-CIP Rapid PCR Cleanup Kit (NEB) and sequenced using the forward PCR primer. Processed sequencing traces were viewed using Chromas.

## Results

### Sni445 is a novel ribosome assembly factor

A previously conducted TAP-based screen for the identification of proteins co-purifying with r-proteins also revealed, in addition to components of ribosomes and pre-ribosomal particles, several uncharacterized proteins, including Ynl050c, which we subsequently named Sni445 (see below) [27]. The observation that Sni445 was co-purified with TAP-tagged versions of multiple r-proteins, including Rps10 (eS10), Rps12 (eS12), Rps13 (uS15), Rps14 (uS11), Rps18 (uS13), Rps19 (eS19), Rps20 (uS10), Rps24 (eS24), and Rps31 (eS31) [27], indicates that Sni445 binds to complexes containing these r-proteins, either mature ribosomes or pre-ribosomal particles. Sni445 is predicted to be an unstructured protein with a negatively charged N- and a positively charged C-terminal part (Fig. 1A). The middle part of Sni445 (amino acids 142–241) harbors an α-helical patch with no defined domain structure, while the rest of the protein is highly disordered.

**Figure 1.**
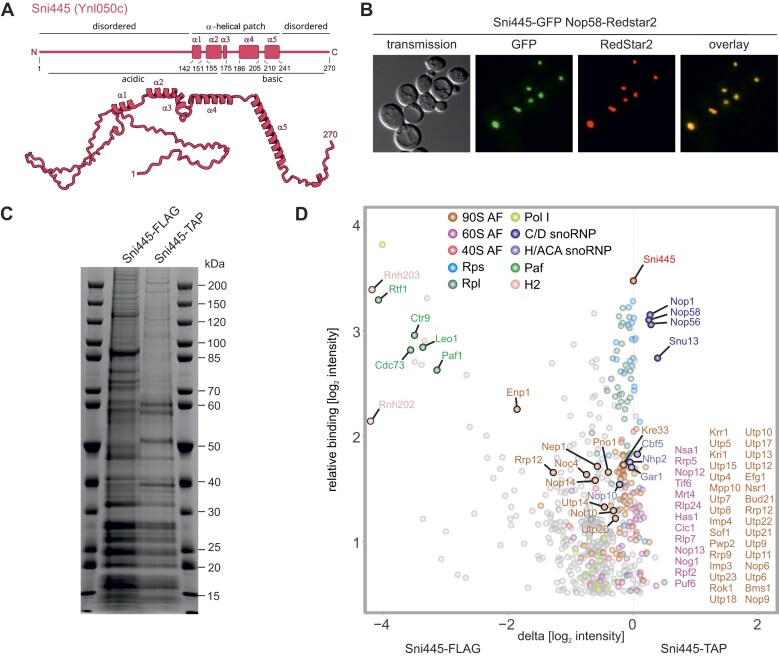
Sni445 is a novel ribosome assembly factor. (**A**) Secondary structure (upper panel) and AlphaFold [28] prediction (lower panel) of Sni445 (Ynl050c). (**B**) Fluorescence microscopy reveals that Sni445-GFP localizes to the nucleolus. Nop58–RedStar2 was used as a nucleolar marker. Overlay images show co-localization of Nop58-RedStar2 with Sni445-GFP. (**C**) Sni445-TAP and Sni445-FLAG eluates were analyzed by SDS-PAGE and Coomassie blue staining. (**D**) Sni445 co-purifies with ribosome assembly factors and box C/D snoRNA core proteins. Sni445-FLAG and Sni445-TAP eluates were analyzed by label-free MS in three biological replicates. *z*-score-normalized LFQ values were log_2_-transformed and visualized. The *x*-axis [(delta (log_2_ intensity)] shows the difference of averaged log_2_ intensity values of [Sni445-TAP]–[Sni445-FLAG] normalized to the Sni445 protein. The *y*-axis [relative binding (log_2_ intensity)] shows the averaged median-normalized label-free quantification from all experiments. Only specifically bound proteins with values >0.5 are shown (552 out of 2869). Proteins are annotated through color labels: Sni445 (red); box C/D proteins (C/D; 4, blue); box H/ACA proteins (H/ACA; 4, purple); polymerase-associated factor complex (Paf; 5, green); RNase H2 (H2, light pink); polymerase I subunits (Pol I; 11 light yellow); 90S assembly factors (90S AF; 65, brick); 60S assembly factors (60S AF; 40, magenta); 40S assembly factors (40S AF; 6, pink); small subunit r-proteins (RPS; 23, cyan); large subunit r-proteins (RPL; 45, turquoise).

To distinguish between a function for Sni445 bound to mature ribosomes or as part of pre-ribosomal particles, we analyzed the subcellular localization of Sni445, based on the rationale that translation occurs in the cytoplasm, whereas ribosome biogenesis predominantly takes place in the nucleus. Fluorescence microcopy revealed that Sni445-GFP co-localizes with the nucleolar marker Nop58-RedStar2, indicating that its steady-state localization is in the nucleolus (Fig. 1B), suggesting a role for Sni445 in early steps of ribosome assembly. Several ribosome assembly factors show a nucleolar steady-state localization, but shuttle between the nucleus and cytoplasm [29, 30]. To assess whether Sni445-GFP is a shuttling protein or an exclusively nuclear protein, we employed the anchor-away technique [20]. Sni445 was fused to FRB-GFP in a rapamycin-resistant *tor1-1* strain, in which the plasma membrane-located protein Pma1 was fused to FKBP12 (human FK506-binding protein). Upon rapamycin treatment, a ternary complex between FRB, FKBP12, and rapamycin is formed, leading to the sequestration of FRB-GFP-tagged proteins at the plasma membrane if the protein enters the cytoplasm in the course of its functional cycle [20, 29]. Many known shuttling proteins relocalize to the plasma membrane within ∼15 min of rapamycin treatment [30]. In contrast, Sni445-FRB-GFP remained nucleolar even after 30 min of rapamycin treatment (Supplementary Fig. S2). A faint plasma membrane signal only became detectable after 60 min, probably due to *de novo* protein synthesis of Sni445-FRB-GFP. Supporting this, co-treatment with cycloheximide to block protein synthesis prevented plasma membrane localization, confirming that Sni445 does not shuttle and is an exclusively nucleolar protein (Supplementary Fig. S2).

To obtain first evidence for an association of Sni445 with early pre-ribosomal particles, we purified distinct pre-ribosomal intermediates and assessed the presence of Sni445 in comparison with purifications from control strains lacking *SNI445* due to chromosomal deletion. Indeed, Sni445 was among the proteins that were co-enriched with early 90S particles purified via Pwp2-TAP and, albeit only at low levels, with particles corresponding to later 90S and pre-40S maturation stages purified via Enp1-TAP (Supplementary Fig. S3A, B), suggesting that Sni445 is a previously unrecognized component of 90S pre-ribosomal particles.

To determine in more detail the stage of ribosome assembly in which Sni445 functions, we analyzed its protein interactome. Sni445 was fused to either a C-terminal TAP- or FLAG-tag and affinity purified from exponentially grown yeast cells. SDS-polyacrylamide gel electrophoresis (PAGE) followed by Coomassie blue staining revealed fewer protein bands in the TAP eluate than in the FLAG eluate (Fig. 1C). This could reflect reduced contamination due to the two-step TAP purification or, alternatively, a disruption of protein–protein interactions by the bulky TAP-tag or the longer purification procedure. MS showed that multiple components of pre-ribosomal particles co-purified with both Sni445-TAP and Sni445-FLAG, including r-proteins, 90S particle assembly factors (e.g. Krr1, Kri1, Utp5, and Utp22), and pre-60S particle factors, such as Nsa1 and Nop12. Most notably, and consistent with a recent high-throughput study [29], we found all four core proteins of box C/D snoRNPs, i.e. Nop1, Nop56, Nop58, and Snu13, strongly enriched in both the Sni445-TAP and Sni445-FLAG eluates, while box H/ACA snoRNP core proteins (Cbf5, Nhp2, Gar1, and Nop10) were also detected, but were not particularly enriched (Fig. 1D). In addition, several proteins were co-enriched with Sni445-FLAG compared with Sni445-TAP, suggesting that the large TAP tag might disturb certain interactions. In particular, Rtf1, Ctr9, Leo1, and Paf1, all components of the polymerase-associated factor (Paf) complex, which is involved in RNA polymerase II transcription, and the 3′ end formation of mRNAs and snoRNAs [31–33], as well as RNA polymerase I transcription [34, 35], co-purified with Sni445-FLAG (Fig. 1D). Additionally, RNase H2 subunits Rnh202 (H2B subunit) and Rnh203 (H2C subunit) were also strongly co-purified (Fig. 1D).

Based on the co-purification of multiple ribosome assembly factors with Sni445-TAP and Sni445-FLAG, together with the reciprocal co-purification of Sni445 with Pwp2-TAP and Enp1-TAP particles, we conclude that Sni445 functions as a ribosome assembly factor. The pronounced co-enrichment of box C/D snoRNP proteins with Sni445 further suggests that Sni445 may act in the context of box C/D snoRNP-mediated steps during ribosome biogenesis.

### Sni445 is a component of the snR4 and snR45 acetylation guide snoRNPs

Based on its co-purification with pre-ribosomal particles and box C/D snoRNP proteins, we speculated that Sni445 might interact with pre-rRNA and/or snoRNAs. 

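RNA contacts of Sni445 were read from 2 CRAC libraries, 1 from the strain with Sni445-HTP and 1 from the untagged control strain. In CRAC, UV light links a protein to the RNA it touches in living cells, the protein is purified through its tag, and the RNA fragments left on it are turned into cDNA. RNA that is recovered without the tagged protein is seen in the untagged control. By the sample labels, both cultures were grown to an optical density of 0.6 and irradiated for 100 seconds, and the cDNA went through 16 cycles of PCR. The labels name a MiSeq where the methods name a NextSeq2000, and they describe the sequenced molecule as genomic. The authors separated the libraries by index and aligned the reads with Novoalign, which placed a read with several matching sites at 1 of them at random. They then counted the reads that overlap each annotated feature of the EF2.59 genome. The methods give pyCRAC version 1.5.1 for this step, and the header of the counts gives version 1.4.4 of the counting module. The deposited values are read counts without normalization. The Sni445-HTP library had 21867727 mapped reads and the control 12654405. A read that overlaps several features was counted on each, which gave 26984818 counts in the sense direction with Sni445-HTP, or 1.23 per mapped read. In the control it gave 22960662 counts, or 1.81 per mapped read. Sense reads fell on 3167 features with Sni445-HTP and on 1419 in the control. Shares were taken over these sense counts, under the 1000 limit on read length, each with its exact Clopper-Pearson 95% interval. With 1 library per strain there was no replicate check. The intervals cover counting error only, since reads copied by PCR are not independent molecules.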

To identify RNA sequences bound by Sni445, we performed RNA CRAC [36]. A strain expressing Sni445 fused to an HTP tag, as well as a wild-type control strain, were subjected to *in vivo* UV-cross-linking, and Sni445 and its associated RNAs were purified and partially digested with RNases. RNA fragments bound to Sni445 were isolated, reverse transcribed, PCR-amplified, and the resulting cDNA library was subjected to deep sequencing. The obtained sequences were mapped to the yeast genome and the proportions of reads derived from the different RNA families were analyzed. Strikingly, ∼80% of the sequence reads mapped to snoRNAs, with the vast majority corresponding to only two snoRNAs, the box C/D snoRNAs snR4 (∼47% of all reads) and snR45 (∼32% of all reads) (Fig. 2A; Supplementary Fig. S4A). These two snoRNAs do not guide methylation, but instead guide *N*^4^-acetylation of cytidines C1280 and C1773 in the 18S rRNA via the acetyltransferase Kre33. These findings prompted us to name the protein Sni445 (snoRNA interactor of snR4 and snR45). To confirm this result, we performed northern blotting analyses on eluates from Sni445-TAP and Sni445-FLAG purifications. 

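With Sni445-HTP, snR4 took 12785901 of the sense counts, a share of 47.4% (95% interval 47.4 to 47.4), and snR45 took 8670661, a share of 32.1% (32.1 to 32.1). All snoRNAs together had 79.7% (79.6 to 79.7), which left 0.139% (0.138 to 0.141) for the other snoRNAs. In the untagged control, snR4 had 239984 counts, a share of 1.05% (1.04 to 1.05), and snR45 had 86728, a share of 0.378% (0.375 to 0.380). The snoRNAs together made up 7.66% (7.65 to 7.67) of the control, of which the other snoRNAs had 6.23% (6.22 to 6.24). The share of snR4 was 45.3 times that of the control (45.2 to 45.5, log2 ratio 5.50), and the share of snR45 was 85.1 times (84.5 to 85.6, log2 ratio 6.41). These differences between the libraries are far beyond the counting error. The shares depend on the unit and the denominator. Over mapped reads, snR4 had 58.5% and snR45 had 39.7% with Sni445-HTP, together 98.1%. The alternative that moved the shares of snR4 and snR45 with Sni445-HTP most, chosen after seeing the data, counted distinct cDNAs in place of reads. It gave 10.0% for snR4 and 14.6% for snR45 with Sni445-HTP, against 55.4% for rRNA, and 0.287% and 0.118% in the control, so that the ratios were 35.0 and 124. In the rRNA value, cDNAs were counted on each overlapping feature, with 52415 on the precursor and 30554 on 25S rRNA with Sni445-HTP. Whether distinct cDNAs of snR4 and snR45 ran out at this depth stays open, so these shares do not rank the RNAs by molecules. Over reads on features other than rRNA, the control shares rose to 3.45% for snR4 and 1.25% for snR45. The paper states that these acetylation guides account for the vast majority of the snoRNA reads, and it derived the name of the protein from this finding.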

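The data listed 76 snoRNAs, all with reads in the Sni445-HTP library. Apart from snR4 and snR45, they had between 29 and 2845 reads each with Sni445-HTP, with a median of 261.5, and snR45 had 3048 times as many reads as the highest of them, snR30. Of the box C/D snoRNAs named in the study, U3 is listed by its 2 genes. SNR17A had 989 reads with Sni445-HTP and 37490 in the control, a ratio of shares of 0.0224 (95% interval 0.0211 to 0.0239), and SNR17B had a ratio of 0.0143 (0.0129 to 0.0159). The ratio was 0.0816 (0.0759 to 0.0876) for U14, 0.0232 (0.0203 to 0.0264) for snR77 and 0.00818 (0.00773 to 0.00864) for snR190. Among the box H/ACA snoRNAs, it was 0.00441 (0.00421 to 0.00462) for snR10, 0.0853 (0.0795 to 0.0914) for snR35 and 0.0244 (0.0235 to 0.0253) for snR30. Several of these directions depend on the processing, by alternatives applied to single snoRNAs after seeing the data. Under the 30 limit, the ratio was 5.64 (4.27 to 7.57) for U14 and 2.95 (2.39 to 3.66) for snR35. These rest on 56 control reads for U14 and 107 for snR35, which may be copies of few cDNAs, and the intervals treat reads as independent. In cDNA counts, it was 3.17 (2.60 to 3.87) for U14, 1.80 (1.50 to 2.15) for snR35, 1.18 (1.02 to 1.35) for SNR17A and 1.43 (0.976 to 2.08) for snR77, the last not different from 1 at this depth. Under median-ratio scaling, which multiplies every ratio by the same factor, U14, snR35, snR30, snR77 and SNR17A were above 1, at 3.93, 4.11, 1.17, 1.12 and 1.08, and under TMM scaling U14 and snR35, at 2.86 and 2.99. The ratios of SNR17B, snR190 and snR10 stayed below 1 under all of these, although that of SNR17B in cDNA counts, 0.922 (0.749 to 1.13), was not different from 1, and neither was that of snR30, 0.947 (0.873 to 1.03). Over the 74 other snoRNAs, the median ratio was 0.112, with those at 0 in the control set to the floor of 3 counts. In 10000 random lists of as many features matched on mean count, the median was 0.0178 (95% of the lists between 0.0124 and 0.0247), and the snoRNA median stood at percentile 100. The direction of this median depends on the processing. It was 2.08 under the 30 limit on read length, 5.38 under median-ratio scaling and 3.17 in cDNA counts. In the control, 24 of the 74 had no read. The exact 95% interval allows a share of up to 1.61e-05% each, and the floor of 3 counts is 1.31e-05%. Both treat reads as independent, while other snoRNAs with at least 10 control cDNAs had a median of 47.9 reads per cDNA there. They therefore do not bound the recovery of these snoRNAs. Of the 58 snoRNAs with at least 100 reads with Sni445-HTP, 14 had a higher share there than in the control. Of these, 11 had no control read, and the others were snR4, snR45 and snR31, which had 761 reads with Sni445-HTP and 8 in the control. Across all features, 179 had at least 100 reads with Sni445-HTP and 38 of these had a share at least 4 times that of the control, 27 of them with no control read. In both counts, the calls without a control read rest on the floor. The mRNA of KRE33 had 2 reads with Sni445-HTP and 0 in the control, too few for a ratio, and SNI445, listed by its systematic name YNL050C, and TAN1 were not among the listed features, all of which had at least 1 read.

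**Figure D3:**
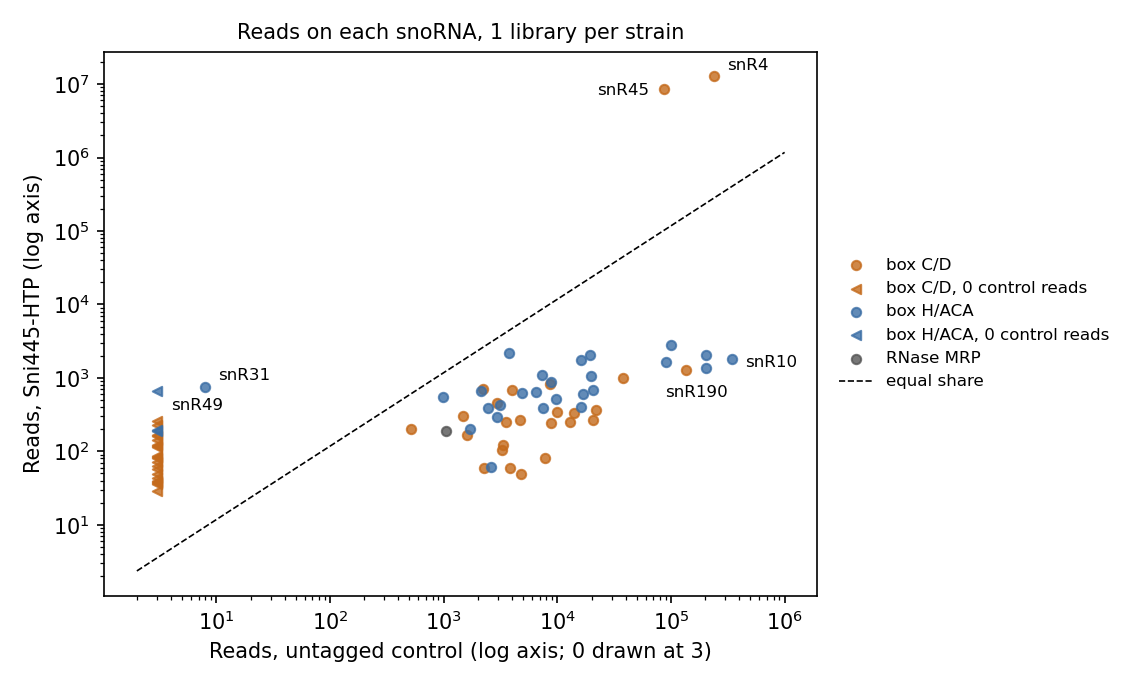
Reads on each snoRNA in the untagged control (horizontal, log axis) and in the Sni445-HTP library (vertical, log axis), 1 library each, coloured by snoRNA class. Triangles mark snoRNAs with 0 control reads, drawn at the floor of 3, and the dashed line marks an equal share in both libraries; snR4 and snR45 stand above it at 12785901 and 8670661 reads.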

We observed a strong enrichment of snR4 and snR45 compared with other box C/D and box H/ACA snoRNAs, further confirming their specific association with Sni445 (Fig. 2B, compare signals in inputs and eluates).

**Figure 2.**
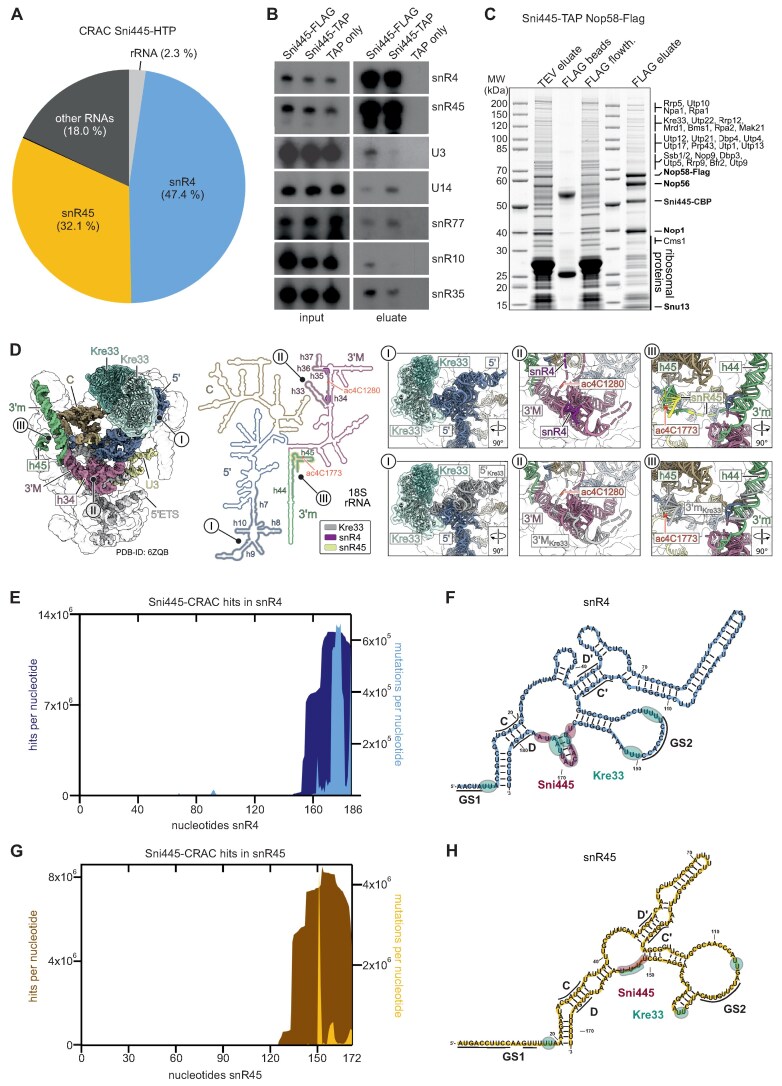
Sni445 associates with the acetylation guide snoRNAs snR4 and snR45. (**A**) CRAC analysis reveals that Sni445 associates with the box C/D snoRNAs snR4 (blue) and snR45 (dark yellow). The pie chart shows RNA species cross-linked with Sni445-HTP. See also Supplementary Fig. S4A for comparison with the negative control. (**B**) snR4 and snR45 are strongly co-enriched with Sni445. RNA was extracted from Sni445-TAP, Sni445-FLAG, or TAP-only eluates. Northern blot analysis was performed on inputs and eluates using probes specific for snR4 and snR45, other box C/D snoRNAs U3, U14, and snR77, and box H/ACA snoRNAs snR10 and snR35. The inputs and eluates were analyzed on the same gel, and the same exposures are shown, allowing direct comparisons. (**C**) Split-tag purification of complexes containing both Sni445 and Nop58. Complexes were first purified via Sni445-TAP followed by Nop58-FLAG, and analyzed by SDS-PAGE and Coomassie blue staining. The TEV eluate (all proteins co-purified with Sni445-TAP), the FLAG flowthrough (unbound fraction), and the FLAG bead fraction (proteins not eluted by FLAG peptide) were loaded as controls. Proteins identified by MS are indicated. (**D**) Structure of a 90S pre-ribosome in state B2 (PDB 6ZQB, [37]), shown alongside the secondary structure of the mature 18S rRNA. The Kre33 dimer is highlighted in turquoise, and the structural domains of the 18S rRNA are color coded: 5′ domain in blue; central domain in brown; 3′ major domain in magenta; and 3′ minor domain in green. The U3 snoRNA is shown in bright yellow. Kre33 cross-linking sites identified by CRAC (II) are indicated in the 3D and 2D structure (I for the cross-linking site in the 5′ domain, II for the site in helix h34, and III for the site in helix h45). Detailed views of these regions are provided in the zoom-in panels. See also Supplementary Fig. S1B for a more detailed depiction of snR4 and snR45 base-pairing with rRNA, and Supplementary Fig. S5 for a more detailed representation of the 18S rRNA secondary structure. (**E**) Distribution of sequence reads (dark blue) and mutations/deletions (light blue) in snR4 recovered in the Sni445-HTP CRAC experiment. The left *y*-axis shows read counts; the right *y*-axis shows mutation frequencies. Mutations arise from cross-link-induced reverse transcription errors and thus mark cross-linking sites. (**F**) Secondary structure of snR4 (blue) (II). snR4 contains two guide sequences (GS1 and GS2, black lines) that base-pair with 18S rRNA, and conserved box C/D and box C′/D′ motifs (black lines). Sni445 cross-linking sites, identified by mutations/deletions in the sequencing reads, are marked by red bubbles; major Kre33 cross-linking hits (II) are indicated by green bubbles. (**G**) Distribution of sequence reads (brown; left *y*-axis) and mutations (dark yellow; right *y*-axis) in snR45 from the Sni445-HTP CRAC experiment. (**H**) Predicted secondary structure of snR45 (yellow). snR45 harbors two guide sequences (GS1 and GS2, black lines) that base-pair with 18S rRNA and conserved box C/D and box C′/D′ motifs (black lines). Sni445 cross-linking sites, identified by mutations/deletions in the sequencing reads, are marked by red bubbles; major Kre33 cross-linking hits (II) are indicated by turquoise bubbles.

To further characterize the complex(es) containing Sni445 and the snR4/snR45 snoRNPs, we employed a split two-step affinity purification strategy. First, Sni445-TAP was purified, followed by a second purification step using the box C/D core protein Nop58 tagged with a FLAG-tag as bait. This strategy yielded stoichiometric amounts of Sni445 along with the canonical box C/D snoRNP core proteins Nop1, Nop56, and Nop58 (Fig. 2C), indicating that Sni445 forms a stable complex with box C/D snoRNPs. In addition, several substoichiometric bands corresponding to 90S assembly factors, including Rrp5, Utp10, Utp22, Rrp12, and Kre33, as well as pre-60S assembly factors such as Npa1 and Mak21, were detected (Fig. 2C), suggesting that a subset of the Sni445-containing box C/D complexes are associated with early pre-ribosomal particles. Taken together, these data demonstrate that Sni445 is a bona fide component of the snR4 and snR45 snoRNPs, probably associating with them already prior to their engagement with pre-ribosomal particles. The presence of 90S assembly factors in the purifications further suggests that Sni445 remains associated with these snoRNPs when they interact with 90S pre-ribosomal particles.

The snoRNAs snR4 and snR45 guide site-specific acetylation by base-pairing with distinct regions of the 18S rRNA (Fig. 2D; Supplementary Figs S1B and S5). Specifically, snR4 targets helix h34 in the 3′ major domain, to guide acetylation at C1280 (II in Fig. 2D), and snR45 pairs with helix h45 in the 3′ minor domain, near the 3′ end of the 18S rRNA, guiding acetylation at C1773 (III in Fig. 2D). Models based on secondary structure predictions and dimethyl sulfate (DMS) footprinting data suggest that both snoRNAs contain two guide sequences (GS1 and GS2), interacting with 18S rRNA sequences upstream and downstream of the cytidines to be modified (Fig. 2F, H; Supplementary Fig. S1B, II). Interestingly, structural analyses of 90S particles show that Kre33, the enzyme responsible for catalyzing both modifications [11, 12], binds to the 5′ domain of the 18S rRNA (Fig. 2D, I), a region distant from helices h34 (II) and h45 (III) [37]. However, Kre33 CRAC data revealed not only the 18S rRNA-binding site visible in the 90S structures, but also additional binding sites in the vicinity of the cytidines in 18S rRNA helices h34 and h45 targeted for acetylation, as well as binding sites in snR4 and snR45 (Fig. 2D, F, H; Supplementary Fig. S5, II). These extra binding sites compared with the cryo-electron microscopy (EM) structures suggest that conformational re-arrangements take place within 90S particles during the assembly process to position Kre33 at its target nucleotides.

Mapping of Sni445 CRAC reads onto the snR4 and snR45 sequences revealed that Sni445 binds both snoRNAs at their 3′ regions, near the conserved D boxes (Fig. 2E, 2G, sequencing reads marked in dark blue and dark yellow). Many reads contained deletions or substitutions, indicating that these residues correspond to the actual cross-linking sites (highlighted in light blue in Fig. 2E and yellow in Fig. 2G, and marked as Sni445-binding sites in Fig. 2F and H). Notably, these binding sites are in very close proximity to those previously identified in Kre33 CRAC experiments (Fig. 2F, H). In addition, a fraction of CRAC reads extended ∼10–11 nucleotides beyond the 3′ ends of snR4 and snR45 (Supplementary Fig. S4B, C), suggesting that a subpopulation of Sni445 associates with immature snR4 and snR45 that have not yet undergone their final processing to the mature 3′ end. This indicates that Sni445 engages with snR4 and snR45 probably co-transcriptionally and remains a stable component of the snoRNPs that are then incorporated into 90S pre-ribosomes.

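The read counts give no positions within a feature, so reads beyond the 3′ ends could be seen only as counts on features beside the snoRNAs. Both snoRNA genes are on the plus strand. Features numbered after them lie on the 3′ side only as far as numbers follow the genome, which was not shown for these features. In the Sni445-HTP library, INT_0_2879, an intergenic feature numbered 3 after the one that lies opposite snR4 by its antisense count, had 4410869 reads, or 34.5 for every 100 reads on snR4 (95% interval 34.5 to 34.5). The feature INT_0_9029, numbered 1 after the one opposite snR45, had 322061 reads, or 3.71 for every 100 on snR45 (3.70 to 3.73). In the untagged control, the same features had 95127 reads, 39.6 for every 100 on snR4 (39.4 to 39.8), and 1281 reads, 1.48 for every 100 on snR45 (1.40 to 1.56). Counted as distinct cDNAs, the value for snR4 was 7.75 per 100 with Sni445-HTP (7.38 to 8.14) and 14.8 in the control (13.0 to 16.7). For snR45 it was 2.73 (2.54 to 2.93) and 2.05 (1.06 to 3.55), a difference not detectable at this depth over cDNAs of all lengths. With Sni445-HTP, 98.7% of the reads on INT_0_2879 and 99.9% of those on INT_0_9029 were within the 30 limit. The order of the libraries for snR4 depends on read length. Among reads within that limit INT_0_2879 had 73.9 for every 100 on snR4 with Sni445-HTP (73.8 to 73.9) and 61.6 in the control (61.4 to 61.8), and among longer reads 0.820 (0.814 to 0.827) and 0.604 (0.554 to 0.658), so Sni445-HTP was higher in both length classes and lower over all reads. In cDNAs within the limit it was lower, with 14.4 (13.7 to 15.2) against 30.8 (27.3 to 34.5). For snR45 and INT_0_9029, Sni445-HTP was higher within the limit in both units, with 7.74 (7.71 to 7.77) against 1.52 (1.44 to 1.60) in reads and 9.11 (8.46 to 9.79) against 2.46 (1.28 to 4.26) in cDNAs. Among longer reads it had 0.00879 with Sni445-HTP (0.00795 to 0.00970), and in the control 0 of 2423. For counting error only, the exact 95% interval of the control allows up to 0.152, and the floor of 3 counts is 0.124. Where these features begin relative to the mature 3′ ends in the authors' annotation was not analysed here.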

### SNI445 deletion phenocopies the effects of snR4 and snR45 deletions

*SNI445* is not essential, and its absence does not cause any significant rRNA processing defects (Supplementary Fig. S6A). We speculated, however, that combined mutation of *SNI445* and genes encoding proteins that function together with or in proximity to Sni445 would result in synergistic growth defects. Inspection of the 3D structure of the 40S subunit [38] revealed that the rRNA nucleotides that are acetylated by Kre33 lie in close physical proximity to r-proteins. ac4C1773 in 18S rRNA helix h45 is in proximity to the C-terminal tail of Rps14 (Fig. 3A, [38]), and ac4C1280 in 18S rRNA helix h34 is positioned in close proximity to charged residues in a flexible loop of Rps20 (Fig. 3A). Notably, mutants of both the flexible loop of Rps20 and the C-terminal tail of Rps14 were shown to display defects in late stages of 40S ribosomal subunit biogenesis [39, 40].

**Figure 3.**
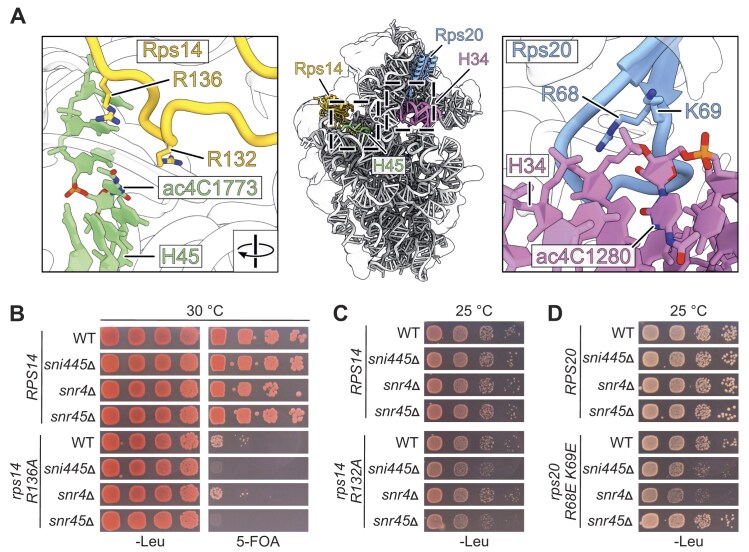
Deletion of *SNI445* phenocopies deletion of *SNR4* or *SNR45*. (**A**) Structure of the small ribosomal subunit (PDB 8CGN) [38]. 18S rRNA (gray), Rps14 (light orange), and Rps20 (blue) are labeled and displayed as cartoon representations. 18S rRNA helices h34 and h45 are highlighted. The zoom-ins highlight the positions of ac4C1280, located near residues R68 and K69 of Rps20, and ac4C1773, located near residues R132 and R136 of Rps14. (**B**) Synthetic lethality between *rps14a.R136A* and deletion of *SNI445* or *SNR45*. Yeast cells (*rps14a*∆ *rps14b*∆) carrying a *URA3* plasmid with wild-type (WT) *RPS14A* and *LEU2* plasmids with either WT *RPS14A* or the mutant *rps14a.R136A* allele, combined with *SNI445, SNR4*, or *SNR45* deletion, were spotted in serial dilutions on SDC-Leu and 5-FOA-containing plates and incubated for 3 days at 30°C. Lack of growth on 5-FOA plates indicates failure to lose the *URA3*-*RPS14A* plasmid, suggesting synthetic lethality. (**C**) Genetic enhancement of the mild growth defect of the *rps14.R132A* mutant upon deletion of *SNI445* or *SNR45*. Yeast cells (*rps14a*∆ *rps14b*∆) carrying *LEU2* plasmids with either the WT *RPS14* or mutant *rps14a.R132A* allele, combined with *SNI445, SNR4*, or *SNR45* knockout, were spotted in serial dilutions on SDC-Leu plates and incubated at 25°C for 2 days. These results are compared with results from additional incubation temperatures (30°C and 37°C) in Supplementary Fig. S6B. (**D**) Genetic enhancement of the growth defect of the *rps20.R68E/K69E* mutant upon deletion of SNI445 or SNR4. Yeast cells (*rps20*∆) carrying *LEU2* plasmids with either WT RPS20 or the mutant *rps20.R68E/K69E* allele, either in an *SNI445* WT background or combined with a *SNI445, SNR4*, or *SNR45* knockout, were spotted in serial dilutions on SDC-Leu plates and incubated at 25°C for 3 days. These results are compared with results from additional incubation temperatures (30°C and 37°C) in Supplementary Fig. S6C.

To test for genetic interactions between *RPS14* and *SNI445, SNR4*, or *SNR45*, we used strains lacking the chromosomal copies of *RPS14A* and *RPS14B*, complemented with a *URA3* plasmid carrying wild-type *RPS14A*, and additionally carrying deletions of *SNI445, SNR4*, or *SNR45*. These strains were transformed with *LEU2* plasmids harboring either the *rps14a.R136A* allele, leading to a charge neutralizing substitution in the C-terminal tail, or the wild-type *RPS14A* as a control. The effects of the *LEU2* plasmid-borne alleles were assessed by growth on 5-FOA plates, which select for cells that have lost the complementing *URA3* plasmid (Fig. 3B). Cells containing the *rps14a.R136A* allele as the sole source of *RPS14* (visible on 5-FOA plates) formed small colonies, indicating a strong growth defect. Notably, combining *rps14a.R136A* with either *snr45*Δ or *sni445*Δ resulted in a complete failure of cells to grow on 5-FOA, suggesting synthetic lethality, while no such genetic interaction was observed when the *rps14a.R136A* mutations was combined with *snr4*Δ (Fig. 3B). To validate these genetic interactions with a milder allele, we generated *rps14a.R132A*, which did not show a growth defect on its own (Fig. 3C). Both the *rps14.R132A sni445*Δ and the *rps14.R132A snr45*Δ double mutant displayed smaller colonies at 25°C than the corresponding single mutants, indicating a synthetic growth defect. In contrast, *SNR4* deletion did not affect growth of the *rps14.R132A* mutant (Fig. 3C; Supplementary Fig. S6B).

In analogy, combining the *rps20.R68E/K69E* allele, leading to charge reversal exchanges in the Rps20 flexile loop in proximity to the snR4-binding site, with either *sni445*Δ or *snr4*Δ, resulted in a synthetic growth defect at 25°C, suggesting that *RPS20* genetically interacts with both *SNI445* and *SNR4*. In contrast, no genetic interaction was observed between *RPS20* and *SNR45* (Fig. 3D; Supplementary Fig. S6C).

In summary, *SNI445* deletion phenocopies the effects of *SNR4* and *SNR45* deletion with respect to the genetic interactions with *RPS20* and *RPS14*, respectively. These results strongly suggest that the genetic interactions observed for *SNI445* arise from reduced recruitment and/or function of the acetylation guide snoRNAs snR4 and snR45.

### Sni445 physically interacts with acetyltransferase Kre33

We hypothesized that Sni445 associates with 90S particles primarily through snR4 and snR45, and potentially in addition via protein–protein interactions with ribosome assembly factors. To identify potential protein docking sites of Sni445, we performed TurboID-based proximity labeling [41, 42]. This method is based on the fusion of a bait protein to TurboID, an improved variant of the promiscuous biotin ligase BirA*, which efficiently biotinylates proteins that are in close physical proximity to the enzyme. Biotinylated proteins are then affinity-purified via streptavidin beads and identified by MS. As expected, box C/D core proteins Nop56, Nop58, and Nop1 were enriched, with Nop56 showing the highest abundance and strongest enrichment. Among the prominently enriched ribosome assembly factors, there were factors associated with or acting on 90S/pre-40S particles, such as Kre33, Rrp12, Dhr2, and Rio1, but also pre-60S factors, including Erb1, Loc1, Nsa2, Rrp17, and Ssf1 (Fig. 4A).

**Figure 4.**
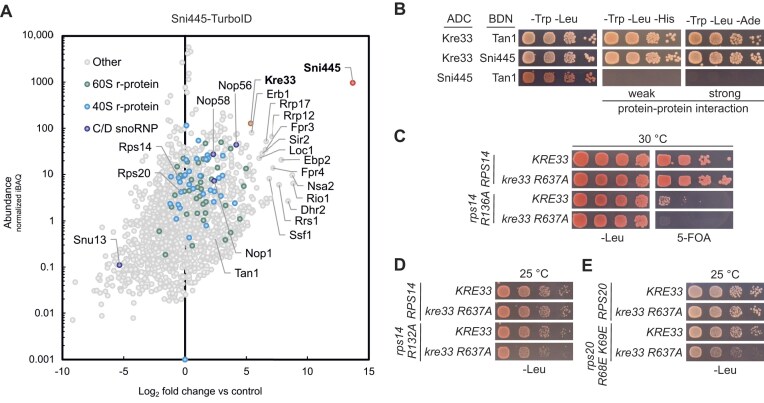
Sni445 interacts with the acetyltransferase Kre33. (**A**) Physical proximities of Sni445 revealed by TurboID-based proximity labeling. For each protein detected in the streptavidin pull-down of cells expressing Sni445-TurboID, the normalized abundance (iBAQ, intensity-based absolute quantification; *y*-axis) is plotted against its relative enrichment (log_2_-transformed; *x*-axis) compared with two negative control purifications (GFP-TurboID and NLS-GFP-TurboID baits, accounting for cytoplasmic and nuclear backgrounds, respectively). Proteins enriched relative to the controls can be found on the right side of the plot. (**B**) Y2H interaction assays between Sni445, Kre33, and the tRNA acetylation adaptor Tan1. Proteins were fused C-terminally to the Gal4 activation domain (ADC) or N-terminally to the Gal4 DNA-binding domain (BDN). Cells were spotted in serial dilutions on SDC-Trp-, -Leu plates (growth control), SDC-Trp, -Leu, -His plates (growth indicates weak interaction), and SDC-Trp, -Leu, -Ade plates (growth indicates strong interaction), and incubated for 3 days at 30°C. Combinations with empty vectors expressing the non-fused ADC or BDN were tested as negative controls and are shown in Supplementary Fig. S7. (**C**) Catalytic inactivation of Kre33 (*kre33.R637A*) results in synthetic lethality with the *rps14a.R136A* mutation. Yeast cells (*rps14a*∆ *rps14b*∆) carrying a *URA3* plasmid with wild-type *RPS14A*, and *LEU2* plasmids with either wild-type *RPS14A* or *rps14a.R136A* in combination with wild-type *KRE33* or the genomically integrated *kre33.R637A* allele were spotted in a serial dilution on SDC-Leu and 5-FOA-containing plates, and incubated for 3 days at 30°C. No growth on 5-FOA-containing plates indicates failure to lose the *URA3*-*RPS14A* plasmid, suggesting synthetic lethality. (**D**) The *kre33.R637A* mutation enhances the mild growth defect of the *rps14a.R132A* mutant. Yeast cells (*rps14a*∆ *rps14b*∆) carrying *LEU2* plasmids with either wild-type *RPS14A* or the *rps14a.R132A* allele in combination with wild-type *KRE33* or the genomically integrated *kre33.R637A* allele were spotted in serial dilutions on SDC-Leu plates and incubated for 2 days at 25°C. These results are compared with results from additional incubation temperatures (30°C and 37°C) in Supplementary Fig. S6D. (**E**) The catalytically inactive *kre33.R637A* mutant enhances the growth defect of the *rps20.R68E/K69E* mutant. Yeast cells (*rps20*∆) carrying *LEU2* plasmids with either wild-type *RPS20* or the *rps20.R68E/K69E* allele in combination with wild-type *KRE33* or the genomically integrated *kre33.R637A* allele, encoding a catalytic inactive variant, were spotted in serial dilutions on SDC-Leu plates and incubated for 3 days at 25°C. These results are compared with results from additional incubation temperatures (30°C and 37°C) in Supplementary Fig. S6E.

The strong enrichment of Kre33, the acetyltransferase responsible for catalyzing the modifications guided by snR4 and snR45, together with the observation that both Sni445 and Kre33 [11] interact with the snR4 and snR45 snoRNAs in close proximity (Fig. 2F, H), suggested that Sni445 might directly interact with Kre33. Interestingly, Kre33 also modifies tRNAs, a process assisted by the adaptor protein Tan1 [15]. However, neither Tan1 nor other tRNA-binding proteins was particularly enriched in the Sni445 TurboID experiment (Fig. 4A), suggesting that Sni445 interacts with Kre33 specifically in the context of pre-ribosomal particles. To obtain further evidence for a physical interaction between Sni445 and Kre33, we performed Y2H assays, in which growth on plates lacking histidine or adenine indicates weak or strong interactions, respectively. Importantly, Y2H assays revealed that Sni445 strongly interacts with Kre33, to a similar extent to its interaction with Tan1. In contrast, and as expected, Sni445 did not interact with Tan1 (Fig. 4B; Supplementary Fig. S7).

We next wondered if the phenotypes of *SNI445, SNR4*, and *SNR45* deletion, apparent from their genetic interactions with *rps20* and *rps14* alleles, are the consequence of the missing acetyl groups at C1280 and C1773 or, alternatively, are due to a modification-independent function of snR4 and snR45. To distinguish between these two possibilities, we employed a catalytically inactive *kre33* mutant, in which the Kre33 protein carries an amino acid exchange at position 637 (R > A) [15]. Notably, the *kre33.R637A* mutant displayed synthetic lethality when combined with the *rps14a.R136A* allele (Fig. 4C) and a synthetic growth defect when combined with the *rps14a.R132A* allele (Fig. 4D; Supplementary Fig. S6D), thus recapitulating the effects of *SNI445* or *SNR45* deletion (Fig. 3B, C; Supplementary Fig. S6B).

Similarly, a synthetic growth defect could be observed when the *kre33.R637A* allele was combined with the *rps20.R68E/K69E* allele (Fig. 4E; Supplementary Fig. S6E), phenocopying the impact of *SNI445* or *SNR45* deletions (Fig. 3D; Supplementary Fig. S6C). The observation that loss of the catalytic activity of Kre33 is sufficient to explain the synthetic growth defects is strong evidence that all observed genetic interactions result from loss of specific rRNA acetylation events.

### Sni445 recruits snR4 and snR45 to 90S particles to guide acetylation by Kre33

As Sni445 is a stable component of the snR4 and snR45 snoRNPs and interacts with the acetyltransferase Kre33, we next asked whether it is required for efficient acetylation at C1280 and C1773. To test this, we employed a previously established reverse transcription-based assay to detect ac4C [26]. This method relies on the reduction of ac4C by sodium borohydride (NaBH_4_), resulting in conversion to *N*^4^-acetyl-3,4,5,6-tetrahydrocytidine. This modification causes reverse transcriptases to misincorporate nucleotides, most notably adenosine instead of guanosine, producing mixed C/T peaks in the sequencing readout following cDNA amplification. Consistent with previous findings [26, 43], partial misincorporation was observed at both C1280 and C1773 in NaBH_4_-treated, but not in untreated wild-type samples (Fig. 5A). In contrast, misincorporation was absent at C1280 in the *snr4*Δ strain and at C1773 in the *snr45*Δ strain, confirming loss of acetyl modifications at these sites. Strikingly, both modification signals were fully abolished in the *sni445*Δ strain, indicating that Sni445 is essential for snR4- and snR45-guided cytidine acetylation (Fig. 5A).

**Figure 5.**
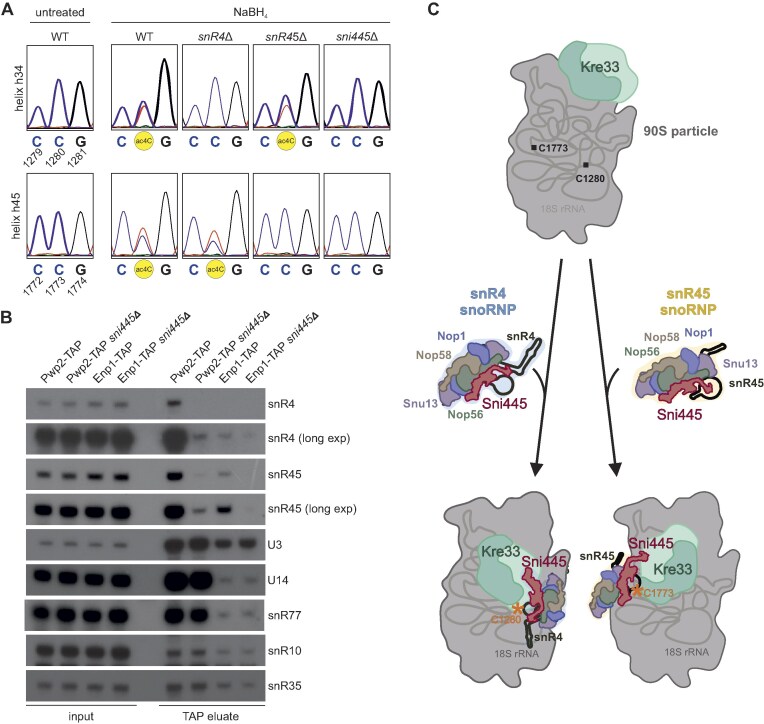
Sni445 recruits snR4 and snR45 to pre-ribosomal particles to facilitate acetylation by Kre33. (**A**) Sni445 is essential for acetylation at C1280 and C1773. Sanger sequencing analysis of PCR-amplified cDNAs generated from ac4C RNAs following NaBH_4_ treatment and reverse transcription. The red trace in the chromatograms represents Ts. Acetylated Cs are apparent from combined C/T peaks in NaBH_4_-treated samples. (**B**) Deletion of *SNI445* alters the snoRNA composition of pre-ribosomal particles. RNA was extracted from TAP eluates of early 90S (Pwp2-TAP) and late 90S/pre-40S (Enp1-TAP) particles purified from wild-type and *sni445*Δ strains. Northern blot analysis was performed on inputs and TAP eluates using probes specific for snR4, snR45, U3, snR35, and snR10. Asterisks indicate residual signals from previously hybridized probes that were not fully removed during stripping. (**C**) Model of the function of Sni445 in recruiting snR4 and snR45 to 90S particles to guide acetylation by Kre33. Free snR4 and snR45 snoRNPs containing Sni445 associate with 90S particles that already contain Kre33. A subsequent structural rearrangement, potentially involving repositioning of Kre33 as depicted, enables the interaction of Kre33 with Sni445 and the snoRNAs snR4 and snR45 to place Kre33 in the appropriate orientation for substrate acetylation.

Importantly, abolished acetylation in the absence of Sni445 is not caused by a reduced association of Kre33 with 90S particles, as Kre33 was co-purified equally well with the Pwp2-TAP and Enp1-TAP baits irrespective of the presence or absence of Sni445 (Supplementary Fig. S3A, B), indicating that the abolished C1280 and C1773 acetylation in the *sni445*Δ strain is not a consequence of failed Kre33 recruitment. Another possibility could be that Sni445 is important for snR4 and snR45 association with pre-ribosomal particles. To test this possibility, we affinity-purified early 90S particles using Pwp2-TAP and late 90S/pre-40S particles using Enp1-TAP as baits and assessed the effects of *SNI445* deletion on the association of snR4 and snR45 by northern blotting (Fig. 5B). Importantly, the steady-state levels of snR4 and snR45 were unaffected by *SNI445* deletion, as shown by the input controls. In wild-type cells, both snoRNAs were detected in Pwp2-purified particles and, to a lesser extent, in Enp1-purified particles (Fig. 5B). However, in the *sni445*Δ strains, the association of snR4 and snR45 with these pre-ribosomal particles was substantially reduced, whereas the binding of other snoRNAs (i.e. box C/D snoRNAs U3, U14, and snR77 and box H/ACA snoRNAs snR35 and snR10) remained unchanged (Fig. 5B). Together, our findings suggest that Sni445 promotes the recruitment or stabilization of snR4 and snR45 within 90S particles, thereby enabling Kre33 to catalyze acetylation at C1280 and C1773 (Fig. 5C).

## Discussion

In this study, we identify Sni445 as a novel ribosome assembly factor and a previously unrecognized auxiliary component of the snR4 and snR45 box C/D snoRNPs. Unlike canonical box C/D snoRNPs, which guide 2′-*O*-methylation, snR4 and snR45 guide *N*^4^-acetylation of 18S rRNA residues C1280 and C1773, respectively, via the acetyltransferase Kre33 [11, 12].

Moreover, Sni445 appears to be also associated with members of the Paf1 complex (Fig. 1D), which functions in RNA polymerase II transcription elongation and in the recruitment of 3′-end-processing factors for snoRNAs [31, 32]. Consistent with this, we observed that a fraction of Sni445 cross-linked to 3′-extended forms of snR4 and snR45, indicating that Sni445 binds to these snoRNAs already during their synthesis. However, we did not detect extended snR4 or snR45 species in *sni445*Δ strains by northern blot analysis (Fig. 5B), suggesting that Sni445 does not contribute to 3′ end formation. Instead, its association with the Paf1 complex may reflect a role for this complex in recruiting Sni445 to nascent snoRNA transcripts.

We show that Sni445 is stably associated with free snR4 and snR45 snoRNPs (Fig. 2C), and remains associated with these upon their incorporation into pre-ribosomal particles, as demonstrated by the co-purification of Sni445 with ribosome assembly factors (Supplementary Fig. S3) and the reciprocal co-purification of ribosome assembly factors with Sni445 (Figs 1D and 4A).

Interestingly, although Kre33 also cross-links to both snoRNAs [11], and directly interacts with Sni445 (Fig. 4B), it is not present in free Sni445-containing snoRNP complexes (Fig. 2C), suggesting that Kre33 only interacts with these snoRNPs within 90S particles. Notably, Kre33 is an essential structural component of the 90S pre-ribosome [44–46], whereas snR4, snR45, and Sni445 are non-essential. This further suggests that Kre33 must associate with 90S particles independently of the snR4 and snR45 snoRNPs. Consistently, deletion of *SNI445* results in the loss of snR4 and snR45 from pre-ribosomal particles (Fig. 5B), while Kre33 levels remain unaffected (Supplementary Fig. S3).

Intriguingly, in available cryo-EM structures of 90S particles, Kre33 is positioned far from its acetylation target nucleotides C1280 and C1773 (Fig. 2D, [37, 44, 46, 47]). In contrast, previous CRAC analyses revealed that Kre33 binds not only to the region observed in the cryo-EM structures, helices h7–h10 of the 18S rRNA 5′ domain, but also to the regions where snR4 and snR45 base-pair with the rRNA, namely h33–h36 in the 3′ major domain and h44–h45 in the 3′ minor domain, respectively (Fig. 2D; Supplementary Fig. S5, II). These findings imply that the 90S intermediates captured by cryo-EM must undergo substantial rRNA rearrangements or Kre33 repositioning to allow Kre33 to engage with snR4 and snR45 and to bring the acetylation target nucleotides into the vicinity of its catalytic center. Notably, Sni445 and Kre33 physically interact with each other, and both proteins also interact with snR4 and snR45. This strongly suggests that Sni445 and Kre33 can bind the same snoRNP simultaneously. Mapping of the nucleotides cross-linked to Sni445 and Kre33 (Fig. 2F, H) suggests that Kre33 establishes multiple contacts with the snoRNAs, one of which is located very close to or partially overlaps with the Sni445 cross-linking site. It will be an interesting future endeavor to structurally characterize and compare the conformations of the snoRNPs when bound to only Sni445 or both Sni445 and Kre33, as well as determining whether Sni445 contributes to positioning snoRNA-bound target nucleotides to enable efficient modification by Kre33.

Strikingly, deletion of Sni445 abolishes acetylation at C1280 and C1773 (Fig. 5A) and dramatically reduces the association of snR4 and snR45 with 90S particles (Fig. 5B). This strongly suggests that Sni445 is required for the recruitment and/or stable anchoring of these snoRNPs to 90S particles. Hence, in the case of snR4 and snR45, the snoRNA guide sequences and canonical core proteins are not sufficient to mediate targeting of these snoRNAs, but additional recruitment mechanisms, involving Sni445, are required.

Beyond the Sni445-containing 90S complexes characterized here, our TAP and FLAG purification experiments also revealed co-enrichment of pre-60S assembly factors with Sni445 (Fig. 2C), a finding further supported by TurboID-based proximity labeling, which indicates physical proximity to pre-60S components (Fig. 4A). In addition, snR4 was previously shown to bind 5S rRNA (nt 22–32) and 25S rRNA (nt 1866–1878) [48]. Together, these observations raise the possibility that Sni445, potentially as part of snR4/snR45 snoRNPs, might also contribute to pre-60S biogenesis.

Interestingly, while canonical snoRNPs only contain four different core proteins, there are a few examples of atypical snoRNPs containing distinct additional protein components. For instance, Rrp9 is a component of the box C/D U3 snoRNP, Utp23, Kri1, and Krr1 of the box H/ACA snR30 snoRNP, while the Npa1 complex is associated with the box C/D snR190 snoRNP [13, 14, 49–51]. We now add Sni445 to this list of dedicated components of snoRNPs. Of note, all these atypical snoRNPs are involved in functions other than the canonical roles of their snoRNA classes in guiding methylation or pseudouridylation.

## Supplementary Material

gkag030_Supplemental_Files

## Data Availability

The MS proteomics raw data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository (https://www.ebi.ac.uk/pride/) with the dataset identifier PXD065447 for the label-free mass spectrometry data and PXD067909 for the TurboID-based proximity labeling data. Additionally, a file containing the MaxQuant output data as well as the processed data are provided as Supplementary Table S3. NGS analysis files of raw and processed data were deposited in the Gene Expression Omnibus database under the accession number GSE299803.

# Supplementary material for: Sni445 recruits box C/D snoRNPs snR4 and snR45 to guide ribosomal RNA acetylation by Kre33
**Source:** Nucleic Acids Res. 2026 Jan 28;54(3):gkag030. doi: 10.1093/nar/gkag030
**Supplement:** gkag030_Supplemental_Files

## Supplementary Data

### **Sni445 recruits box C/D snoRNPs snR4 and snR45 to guide ribosomal RNA acetylation by Kre33**

Jutta Hafner<sup>1,7,8</sup>, Ingrid Zierler<sup>1,7</sup>, Hussein Hamze<sup>2</sup>, Sébastien Favre<sup>3</sup>, Matthias Thoms<sup>4</sup>, Natalia Kunowska<sup>5</sup>, Sarah Rimser<sup>1,7</sup>, Benjamin Albert<sup>2</sup>, Tomas Caetano<sup>6</sup>, Marion Aguirrebengoa<sup>6</sup>, Roland Beckmann<sup>4</sup>, Ulrich Stelzl<sup>5,7</sup>, Dieter Kressler<sup>3</sup>, Anthony K. Henras<sup>2</sup>, Brigitte Pertschy<sup>1,7+</sup>

<sup>+</sup>Correspondence should be addressed to B.P. ()

<sup>7</sup> BioTechMed-Graz, Graz, Austria.

**Keywords:** box C/D snoRNP, snR4, snR45, Kre33, cytidine acetylation, ribosome biogenesis, yeast

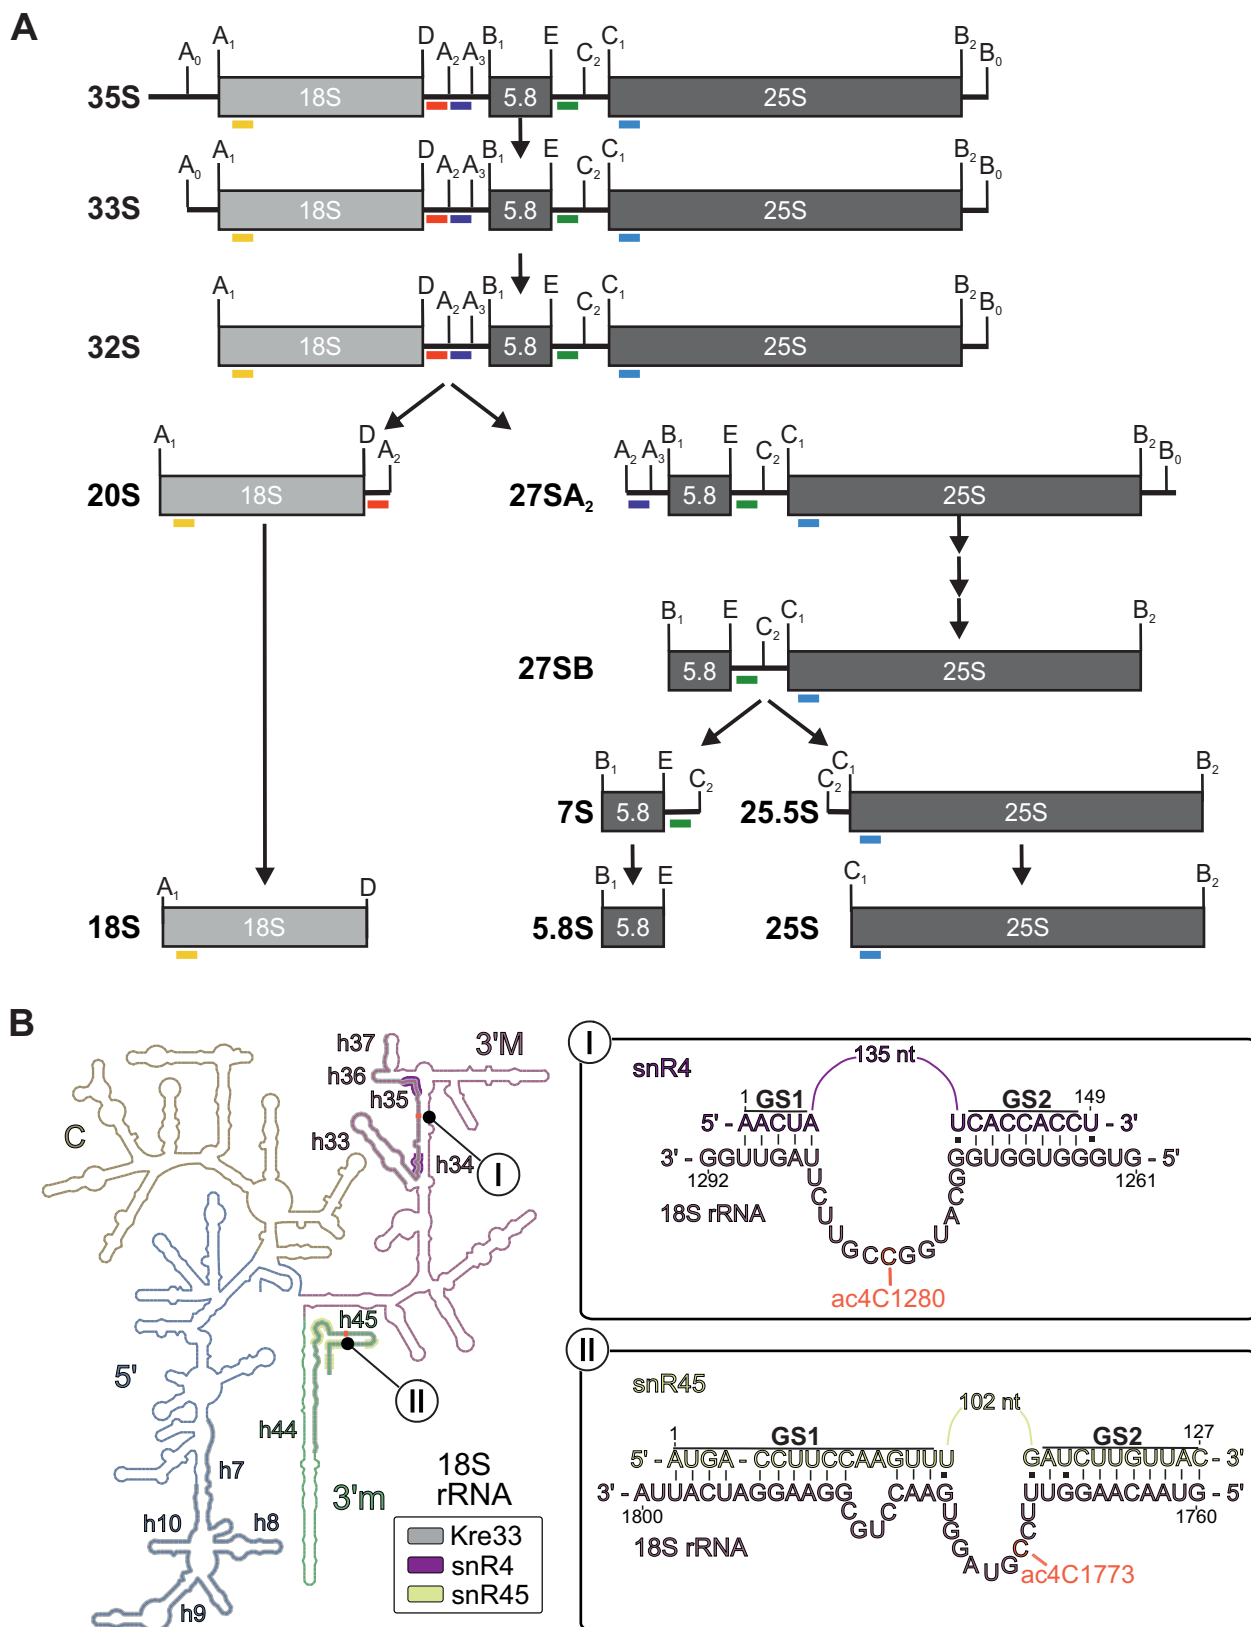

**Supplementary Figure S1: rRNA processing and binding of acetylation guide snoRNAs to rRNA.** (A) Simplified overview of the yeast pre-rRNA processing pathway. The 35S pre-rRNA, containing the mature 18S, 5.8S and 25S rRNA, is displayed on top, and all pre-rRNA cleavage sites are indicated. Binding sites of probes used for the northern blot experiment in Supplementary Figure S6A are indicated by colored short lines, with the following coloring: 18S (yellow), 25S (blue), Da<sub>2</sub> (red), A<sub>2</sub>A<sub>3</sub> (purple), EC<sub>2</sub> (green). (B) 18S rRNA secondary structure with snR4 and snR45 binding sites indicated. The zoom-ins show the predicted base-pairs of snR4 and snR45 with the 18S rRNA (1).

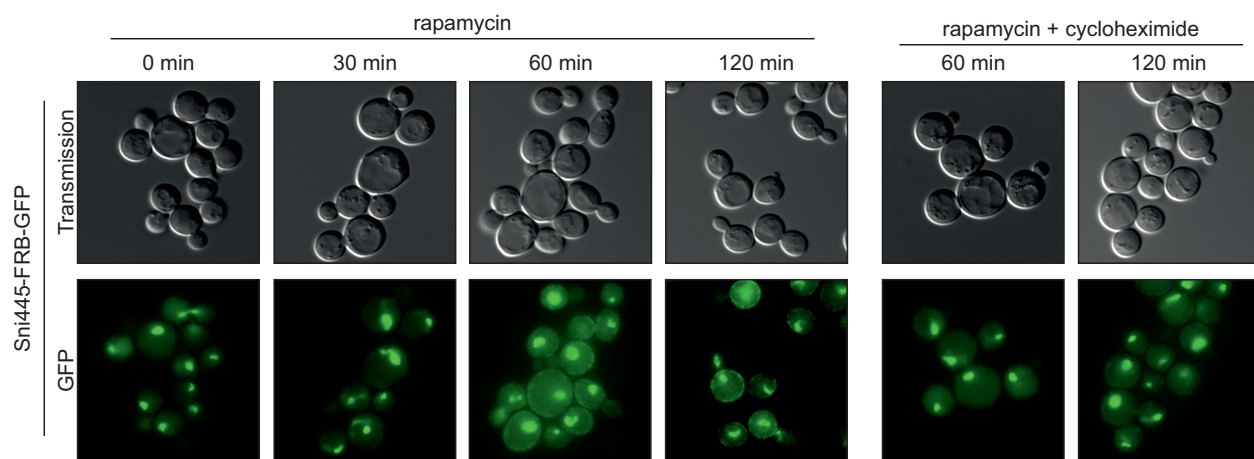

**Supplementary Figure S2: Sni445 localizes exclusively to the nucleus.** Anchor-away yeast reporter cells (2) expressing Sni445-FRB-GFP were treated during logarithmic growth phase with 1  $\mu\text{g/ml}$  rapamycin or with 1  $\mu\text{g/ml}$  rapamycin plus 10  $\mu\text{g/ml}$  cycloheximide (to inhibit de-novo protein synthesis), followed by fluorescence microscopy. Samples were collected after 30, 60, and 120 min of rapamycin treatment, or after 60 and 120 min of combined rapamycin and cycloheximide treatment.

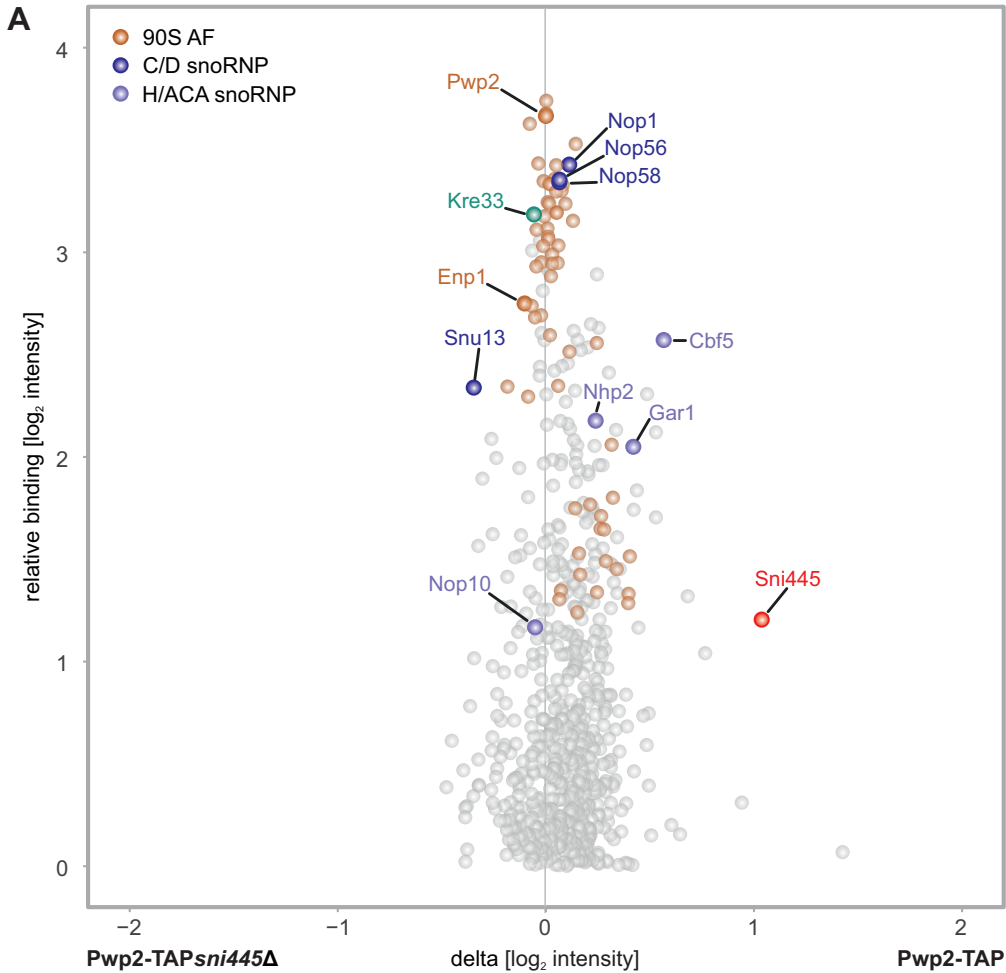

**Supplementary Figure S3: Sni445 is co-purified with 90S particles.** Pwp2-TAP (A) or Enp1-TAP (B) eluates from *SNI445* and *sni445*Δ strains were analyzed by label-free mass spectrometry in three biological replicates. z-score-normalized label-free quantification (LFQ) values were  $\log_2$ -transformed and visualized. X-axis (delta [ $\log_2$  intensity]), difference of averaged  $\log_2$  intensity values of (A) ([Pwp2-TAP]-[Pwp2-TAP *sni445*Δ]) or (B) ([Enp1-TAP]-[Enp1-TAP *sni445*Δ]). Y-axis (relative binding [ $\log_2$  intensity]): averaged median-normalized label-free quantification from all experimental replicates. Only specifically bound proteins with values >0 (i.e. higher than the median) are shown. Proteins are annotated through color labels: Sni445 (red); box C/D proteins (blue); box H/ACA proteins (purple); 90S assembly factors (90S AF; brick); small subunit r-proteins (Rps; cyan).

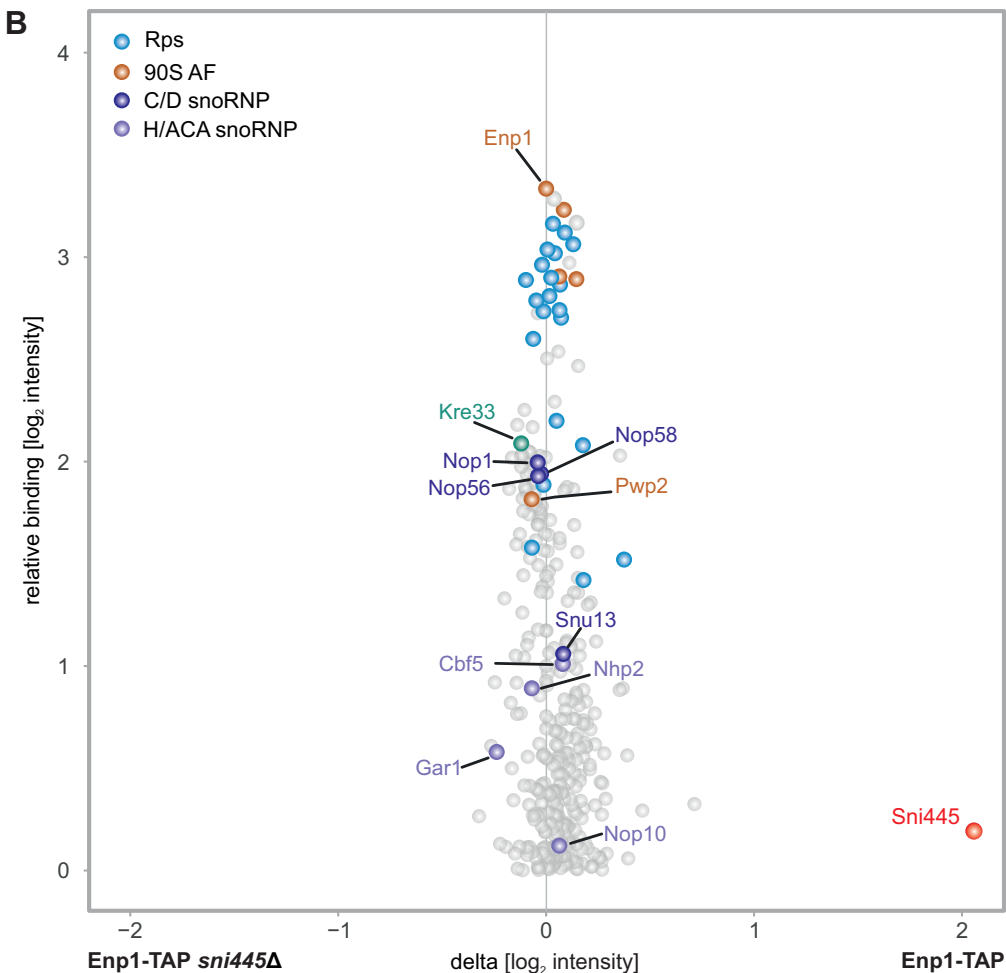

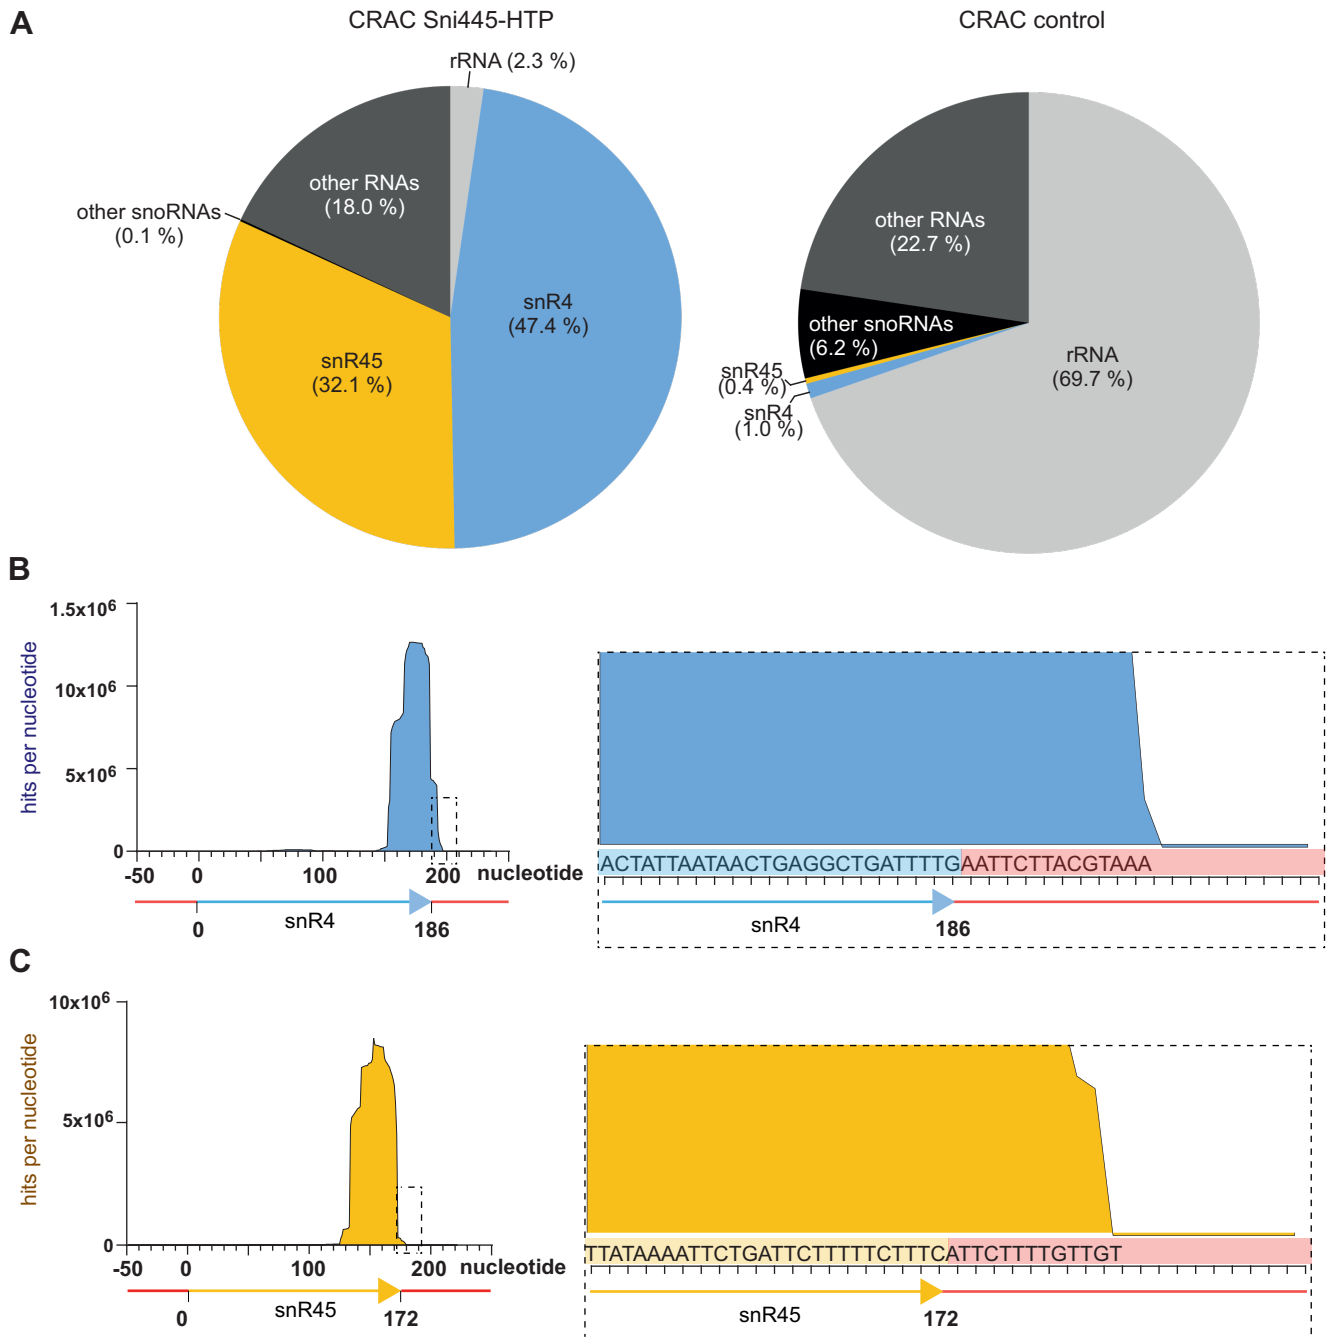

**Supplementary Figure S4: Sni445 CRAC analysis.** (A) Pie charts showing the distribution of RNA classes identified in CRAC experiments, comparing Sni445-HTP results from Figure 2A (left panel) to an untagged negative control strain (right panel). (B, C) Analysis of CRAC reads mapping to snR4 and snR45, including 50 nt upstream and downstream of the genes, reveals that a subset of crosslinked snoRNAs carry ~10 nucleotide extensions at their 3' ends. The right panels show zoom-ins of the 3' regions; sequences highlighted in red correspond to 3' extensions absent from the mature snoRNAs.

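In the untagged control, rRNA had 16001784 of the sense counts, a share of 69.7% (95% interval 69.7 to 69.7), and with Sni445-HTP 625780, a share of 2.32% (2.31 to 2.32). Because the precursor and its mature parts are separate features, an rRNA read was counted on several of them, and the control had 126 rRNA counts for every 100 mapped reads. With overlapping rRNA features counted once, the rRNA share was 54.1% in the control and 1.19% with Sni445-HTP. Only features of the rRNA class were treated as overlapping there. The largest single features of the control were RDN37-1, the precursor, with 17.6%, RDN37-2 with 16.8%, RDN25-1 with 13.2%, RDN25-2 with 12.7% and YLR154C-G, listed as protein-coding, with 4.63%. The ratio of shares between the libraries for YLR154C-G, 0.0345, was close to that of RDN25-1, 0.0347. Whether its reads are rRNA reads counted again was not tested, and they are part of the protein-coding share below. The 18S rRNA had 6.21% of the control and the 5S rRNA 1.20%. The remaining RNAs had 22.7% (22.6 to 22.7) of the control, of which protein-coding features had 11.7%, intergenic regions 6.66% and tRNAs 3.47%. With Sni445-HTP the remaining RNAs had 18.0% (18.0 to 18.0), and intergenic regions alone had 17.7%, against 0.288% for protein-coding features and 0.0603% for tRNAs. The features INT_0_2879 and INT_0_9029 held 99.3% of these intergenic reads. By the totals, at least 91.3% of the reads on both must also be counted on snR4 or snR45.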

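In R64 the annotated 3′ end of snR4 reads CGGTGCTTTAACTATTAATAACTGAGGCTG, and the 30 nt that follow it in the genome are TATTTTGAATTCTTACGTAAATCTTGGAAT. The annotated 3′ end of snR45 reads AAGGACGCTTTTATAAAATTCTGATTCTTT and is followed by TTTCTTTCATTCTTTTGTTGTTTTTGACTT. Sequences taken from the paper's figure of these 3′ ends are AATTCTTACGTAAA for snR4 and ATTCTTTTGTTGT for snR45. They begin at base 8 and base 9 after the annotated ends. The read positions on these sequences were not analysed here, since the counts are given per feature.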

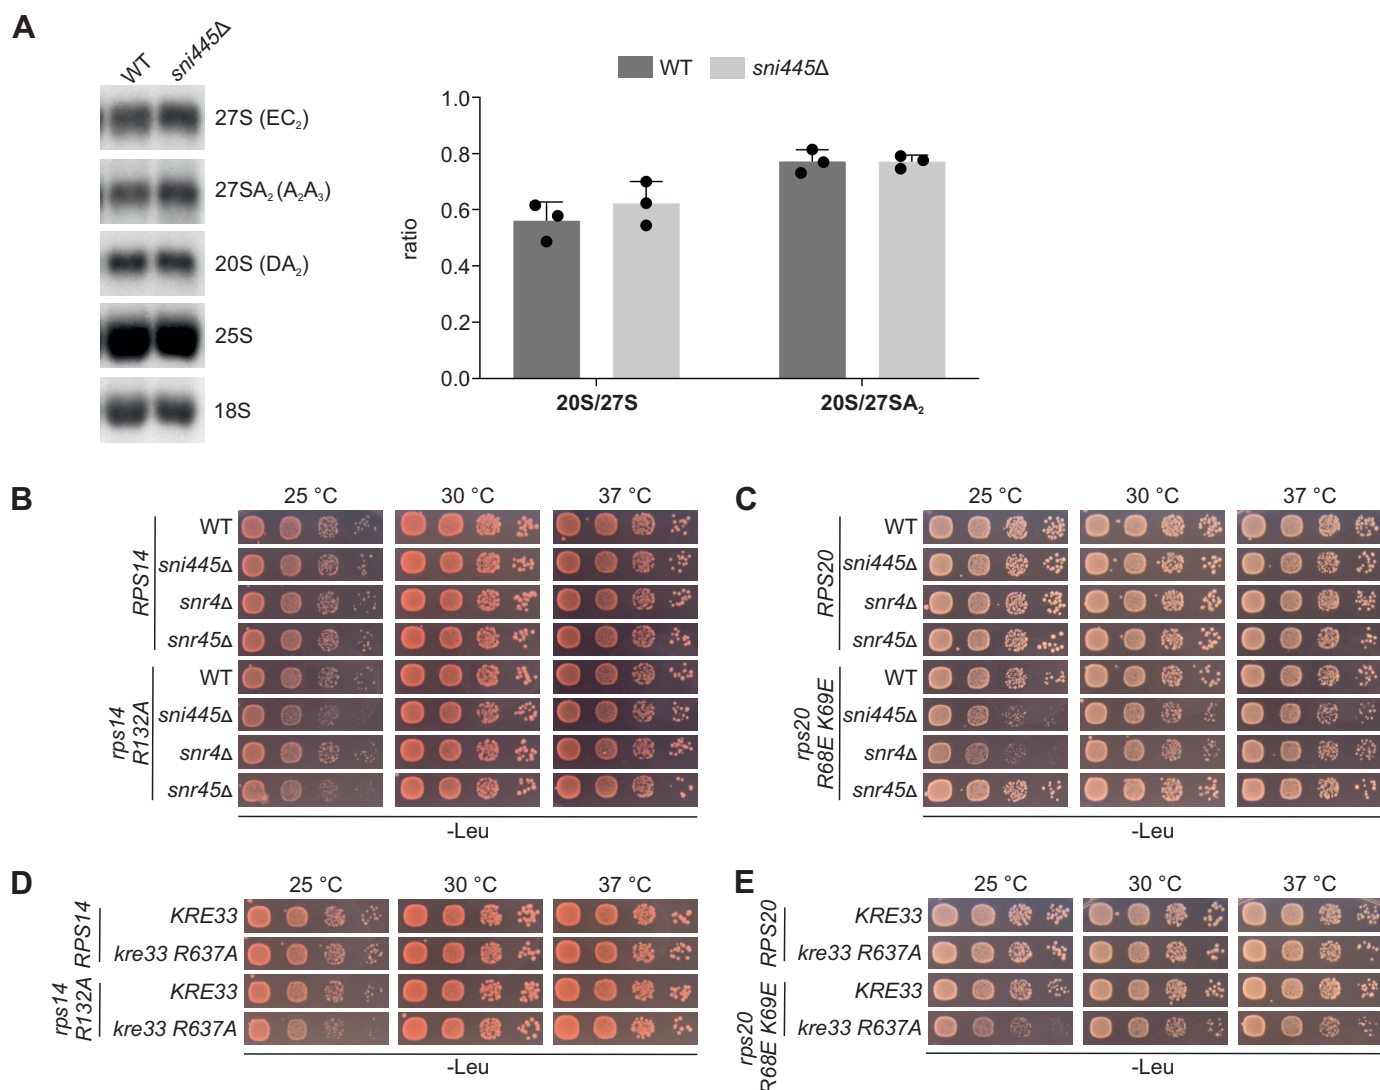

**Supplementary Figure S6: Genetic interactions of *snr4* and *snr45* mutants are phenocopied by *sni445* and *kre33* mutants.** (A) *sni445*Δ strains do not display detectable rRNA processing defects. RNA was extracted from *SNI445* wildtype (WT) or *sni445*Δ cells additionally carrying an *ENP1*-TAP fusion. Precursors of the large ribosomal subunit rRNA (27S, comprising the combined signal of 27SA<sub>2</sub>, 27SA<sub>3</sub> and 27SB species, as well as 27SA<sub>2</sub>), a precursor of the small subunit rRNA (20S), as well as mature 25S and 18S rRNA were detected. Probe binding sites are indicated in Supplementary Figure S1A. Right panel: quantification of three biological replicates shows that the ratio of pre-rRNAs in 40S precursors (20S) relative to 60S precursors (27S and 27SA<sub>2</sub>) is not significantly altered upon deletion of *SNI445*. (B-E) Genetic interactions of *SNR4*, *SNR45*, *SNI445*, or *KRE33* with *rps14* or *rps20* mutants. The same genetic interactions as shown in Figures 3C, 3D, 4D, and 4E are presented; in addition to 25°C as in Figures 3 and 4, also growth at 30°C and 37°C is shown.

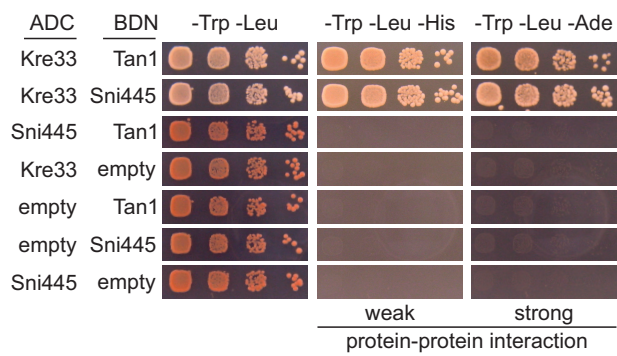

**Supplementary Figure S7: Y2H interaction between Kre33 and Tan1.** In addition to the combinations shown in Figure 4B, empty vector controls expressing the non-fused ADC or BDN are included. Growth on -Trp -Leu -His or -Trp -Leu -Ade plates, indicative of a Y2H interaction, is observed only when Kre33-ADC fusion protein is co-expressed with the BDN-Tan1 or the BDN-Sni445 fusion protein, but not when either interaction partner is expressed alone.

**Supplementary Table S1. Yeast strains used in this study**

| <b>name</b>                              | <b>genotype</b>                                                                                         | <b>source</b> |
|------------------------------------------|---------------------------------------------------------------------------------------------------------|---------------|
| W303                                     | <i>ade2 leu2 his3 trp1 ura3</i>                                                                         | (3)           |
| W303 <i>ade3</i> Δ                       | <i>MATα ade2 leu2 his3 trp1 ura3 ade3Δ::kanMX4</i>                                                      | (4)           |
| W303 <i>ade3</i> Δ                       | <i>MATα ade2 leu2 his3 trp1 ura3 ade3Δ::natNT2</i>                                                      | This study    |
| Y2H PJ69-4A                              | <i>MATa trp1-901 leu2-3,112 ura3-52 his3-200 gal4Δ gal80Δ LYS2::GAL1-HIS3 GAL2-ADE2 met2::GAL7-lacZ</i> | (5)           |
| Sni445-GFP<br>Nop58-<br>RedStar2         | W303 <i>MATa NOP58-RedStar2::natNT2, SNI445-GFP::HIS3MX6</i>                                            | This study    |
| Sni445 -FRB-<br>GFP                      | <i>MATα leu2 ura3 his3 ade2 tor1-1 fpr1::natNT2 PMA1-2xFKBP12::TRP1 SNI445-FRB-GFP::kanMX</i>           | This study    |
| BY4741                                   | <i>MATa his3 leu2 met15 ura3</i>                                                                        | Euroscarf     |
| Sni445-HTP                               | BY4741 <i>MATa SNI445-HTP::klURA3</i>                                                                   | This study    |
| Sni445-TAP                               | W303 <i>MATa SNI445-TAP::HIS3MX6</i>                                                                    | This study    |
| Sni445-FLAG                              | W303 <i>MATα SNI445-FLAG::natNT2</i>                                                                    | This study    |
| Pwp2-TAP                                 | W303 <i>MATa PWP2-TAP::HIS3MX6</i>                                                                      | This study    |
| Pwp2-TAP<br><i>sni445</i> Δ              | W303 <i>MATa PWP2-TAP::HIS3MX6 sni445Δ::kanMX</i>                                                       | This study    |
| Enp1-TAP                                 | W303 <i>MATa ENP1-TAP::HIS3MX6</i>                                                                      | (6)           |
| Enp1-TAP<br><i>sni445</i> Δ              | W303 <i>MATa ENP1-TAP::HIS3MX6 sni445Δ::kanMX4</i>                                                      | This study    |
| <i>RPS20</i> -Shuffle                    | W303 <i>MATα rps20Δ::HIS3MX4 ade3Δ::kanMX4</i><br>[YCplac33- <i>RPS20</i> ]                             | This study    |
| <i>RPS20</i> -Shuffle<br><i>sni445</i> Δ | W303 <i>MATα rps20Δ::HIS3MX4 ade3Δ::kanMX4</i><br>[YCplac33- <i>RPS20</i> ] <i>sni445Δ::natNT2</i>      | This study    |
| <i>RPS20</i> -Shuffle<br><i>snr4</i> Δ   | W303 <i>MATα rps20Δ::HIS3MX4 ade3Δ::kanMX4</i><br>[YCplac33- <i>RPS20</i> ] <i>snr4Δ::natNT2</i>        | This study    |
| <i>RPS20</i> -Shuffle<br><i>snr45</i> Δ  | W303 <i>MATα rps20Δ::HIS3MX4 ade3Δ::kanMX4</i><br>[YCplac33- <i>RPS20</i> ] <i>snr45Δ::natNT2</i>       | This study    |
| <i>RPS14</i> -Shuffle                    | W303 <i>MATa rps14aΔ::HIS3MX6 rps14bΔ::natNT2</i><br>[YCplac33- <i>RPS14A</i> ]                         | This study    |
| <i>RPS14</i> -Shuffle<br><i>sni445</i> Δ | W303 <i>MATa rps14aΔ::HIS3MX6 rps14bΔ::natNT2</i><br><i>sni445Δ::kanMX4</i> [YCplac33- <i>RPS14A</i> ]  | This study    |

|                                             |                                                                                                         |            |
|---------------------------------------------|---------------------------------------------------------------------------------------------------------|------------|
| <i>RPS14</i> -Shuffle<br><i>snr4Δ</i>       | W303 <i>MATa rps14aΔ::HIS3MX6 rps14bΔ::natNT2 snr4Δ::kanMX4</i> [YCplac33- <i>RPS14A</i> ]              | This study |
| <i>RPS14</i> -Shuffle<br><i>snr45Δ</i>      | W303 <i>MATa rps14aΔ::HIS3MX6 rps14bΔ::natNT2 snr45Δ::kanMX4</i> [YCplac33- <i>RPS14A</i> ]             | This study |
| <i>RPS14</i> -Shuffle<br><i>KRE33</i> WT    | W303 <i>MATa rps14aΔ::HIS3MX6 rps14bΔ::natNT2</i> [YCplac33- <i>RPS14A</i> ] <i>KRE33::hphNT1</i>       | This study |
| <i>RPS14</i> -Shuffle<br><i>kre33.R637A</i> | W303 <i>MATa rps14aΔ::HIS3MX6 rps14bΔ::natNT2</i> [YCplac33- <i>RPS14A</i> ] <i>kre33.R637A::hphNT1</i> | This study |
| <i>RPS20</i> -Shuffle<br><i>KRE33</i> WT    | W303 <i>MATa rps20Δ::HIS3MX4 ade3Δ::kanMX4</i> [YCplac33- <i>RPS20</i> ] <i>KRE33::hphNT1</i>           | This study |
| <i>RPS20</i> -Shuffle<br><i>kre33.R637A</i> | W303 <i>MATa rps20Δ::HIS3MX4 ade3::ΔkanMX4</i> [YCplac33- <i>RPS20</i> ] <i>kre33.R637A::hphNT1</i>     | This study |
| <i>snr445Δ</i>                              | W303 <i>MATa snr445Δ::klTRP1</i>                                                                        | This study |
| <i>snr4Δ</i>                                | W303 <i>MATa snr4Δ::kanMX6</i>                                                                          | This study |
| <i>snr45Δ</i>                               | W303 <i>MATa snr45Δ::hphNT1</i>                                                                         | This study |
| Snr445-TAP<br>Nop58-FLAG                    | W303 <i>MATa SNI445-TAP::klURA3 NOP58-FLAG::natNT2</i>                                                  | This study |

**Supplementary Table S2. Plasmids used in this study**

| name                                                                                                            | genotype                                                        | source     |
|-----------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------|------------|
| pFA6a-HIS3MX4                                                                                                   | for chromosomal deletion                                        | (8)        |
| pFA6a-kanMX4                                                                                                    | for chromosomal deletion                                        | (8)        |
| pFA6a-natNT2                                                                                                    | for chromosomal deletion                                        | (9)        |
| pFA6a-klTRP1                                                                                                    | for chromosomal deletion                                        | (10)       |
| pFA6a-hphNT1                                                                                                    | for chromosomal deletion                                        | (9)        |
| pFA6a- <i>KRE33</i> (1800-Stop)-150 downstream of <i>KRE33</i> - hphNT1 - 226-682 downstream <i>KRE33</i>       | for chromosomal insertion of <i>KRE33</i> wild-type sequence    | This study |
| pFA6a- <i>kre33 R636A</i> (1800-Stop)-150 downstream of <i>KRE33</i> - hphNT1 - 226-682 downstream <i>KRE33</i> | for chromosomal insertion of <i>kre33 R636A</i> mutant sequence | This study |

|                                                    |                                                                     |            |
|----------------------------------------------------|---------------------------------------------------------------------|------------|
| pFA6a-TAP::HIS3MX4                                 | for C-terminal tagging                                              | (12)       |
| pBS1539 HTP::klURA3                                | for C-terminal tagging                                              | (13)       |
| pFA6a-FRB-GFP::kanMX                               | for C-terminal FRB-GFP tagging                                      | (2)        |
| pFA6a Flag-TCYC1-natNT2                            | for C-terminal tagging                                              | (14)       |
| pCUP111-yEGFP-(GA)5-TurboID-2xHA (pDK9295)         | <i>CEN, LEU2, PCUP1, yEGFP-TurboID-2xHA, TADH1</i>                  | (15)       |
| pCUP111-SV40NLS-yEGFP-(GA)5-TurboID-2xHA (pDK9296) | <i>CEN, LEU2, PCUP1, SV40NLS-yEGFP-TurboID-2xHA, TADH1</i>          | (16)       |
| pCUP111-SNI445-(GA)5-TurboID-2xHA                  | <i>CEN, LEU2, PCUP1, SNI445-TurboID-2xHA, TADH1</i>                 | This study |
| pG4BDN22-SNI445                                    | <i>CEN, TRP1, PADH1, TADH1, N-terminal G4BD-cMyc</i>                | This study |
| pGAG4ADC111-KRE33                                  | <i>CEN, LEU2, PADH1, TADH1, C-terminal (GA)<sub>5</sub>-G4AD-HA</i> | This study |
| pG4BDN22-TANI                                      | <i>CEN, TRP1, PADH1, TADH1, N-terminal G4BD-cMyc</i>                | This study |
| YCplac111-RPS20                                    | <i>CEN, LEU2, RPS20</i>                                             | (17)       |
| YCplac111-rps20.R68E/K69E                          | <i>CEN, LEU2, rps20 R68/K69&gt;E</i>                                | (17)       |
| YCplac111-RPS14A                                   | <i>CEN, LEU2, RPS14A</i>                                            | (18)       |
| YCplac111-rps14a.R132A                             | <i>CEN, LEU2, rps14a.R132A</i>                                      | This study |
| YCplac111-rps14a.R136A                             | <i>CEN, LEU2, rps14a.R136A</i>                                      | (18)       |

Unless otherwise stated, all genes were cloned with their natural promoters.

**Supplementary Table S3: Sni445 TurboID-based proximity labeling data.**

## Supplementary References

1. Sharma, S., Yang, J., van Nues, R., Watzinger, P., Kötter, P., Lafontaine, D.L.J., Granneman, S. and Entian, K.-D. (2017) Specialized box C/D snoRNPs act as antisense guides to target RNA base acetylation, *PLoS Genet.*, **13**, e1006804.
2. Haruki, H., Nishikawa, J. and Laemmli, U.K. (2008) The anchor-away technique: rapid, conditional establishment of yeast mutant phenotypes, *Mol Cell.*, **31**, 925–932.
3. Thomas, B.J. and Rothstein, R. (1989) Elevated recombination rates in transcriptionally active DNA, *Cell*, **56**, 619–630.
4. Kressler, D., Doère, M., Rojo, M. and Linder, P. (1999) Synthetic lethality with conditional *dbp6* alleles identifies Rsa1p, a nucleoplasmic protein involved in the assembly of 60S ribosomal subunits, *Mol Cell Biol.*, **19**, 8633–8645.
5. James, P., Halladay, J. and Craig, E.A. (1996) Genomic libraries and a host strain designed for highly efficient two-hybrid selection in yeast, *Genetics*, **144**, 1425–1436.
6. Mitterer, V., Murat, G., Réty, S., Blaud, M., Delbos, L., Stanborough, T., Bergler, H., Leulliot, N., Kressler, D. and Pertschy, B. (2016) Sequential domain assembly of ribosomal protein S3 drives 40S subunit maturation, *Nat Commun.*, **7**, 10336.
7. Rössler, I., Embacher, J., Pillet, B., Murat, G., Liesinger, L., Hafner, J., Unterluggauer, J.J., Birner-Gruenberger, R., Kressler, D. and Pertschy, B. (2019) Tsr4 and Nap1, two novel members of the ribosomal protein chaperOME, *Nucleic Acids Res.*, **47**, 6984–7002.
8. Wach, A., Brachat, A., Alberti-Segui, C., Rebischung, C. and Philippsen, P. (1997) Heterologous HIS3 marker and GFP reporter modules for PCR-targeting in *Saccharomyces cerevisiae*, *Yeast*, **13**, 1065–1075.
9. Janke, C., Magiera, M.M., Rathfelder, N., Taxis, C., Reber, S., Maekawa, H., Moreno-Borchart, A., Doenges, G., Schwob, E. and Schiebel, E. *et al.* (2004) A versatile toolbox for PCR-based tagging of yeast genes: new fluorescent proteins, more markers and promoter substitution cassettes, *Yeast*, **21**, 947–962.
10. Pillet, B., Méndez-Godoy, A., Murat, G., Favre, S., Stumpe, M., Falquet, L. and Kressler, D. (2022) Dedicated chaperones coordinate co-translational regulation of ribosomal protein production with ribosome assembly to preserve proteostasis, *Elife*, **11**.
11. Longtine, M.S., McKenzie, A., Demarini, D.J., Shah, N.G., Wach, A., Brachat, A., Philippsen, P. and Pringle, J.R. (1998) Additional modules for versatile and economical PCR-based gene deletion and modification in *Saccharomyces cerevisiae*, *Yeast*, **14**, 953–961.

12. Pausch, P., Singh, U., Ahmed, Y.L., Pillet, B., Murat, G., Altegoer, F., Stier, G., Thoms, M., Hurt, E. and Sinning, I. *et al.* (2015) Co-translational capturing of nascent ribosomal proteins by their dedicated chaperones, *Nat Commun.*, **6**, 7494.
13. Granneman, S., Kudla, G., Petfalski, E. and Tollervy, D. (2009) Identification of protein binding sites on U3 snoRNA and pre-rRNA by UV cross-linking and high-throughput analysis of cDNAs, *Proceedings of the National Academy of Sciences of the United States of America*, **106**, 9613–9618.
14. Kater, L., Thoms, M., Barrio-Garcia, C., Cheng, J., Ismail, S., Ahmed, Y.L., Bange, G., Kressler, D., Berninghausen, O. and Sinning, I. *et al.* (2017) Visualizing the Assembly Pathway of Nucleolar Pre-60S Ribosomes, *Cell*, **171**, 1599-1610.e14.
15. Steiner, A., Favre, S., Mack, M., Hausharter, A., Pillet, B., Hafner, J., Mitterer, V., Kressler, D., Pertschy, B. and Zierler, I. (2023) Dissecting the Nuclear Import of the Ribosomal Protein Rps2 (uS5), *Biomolecules*, **13**.
16. Bhutada, P., Favre, S., Jaafar, M., Hafner, J., Liesinger, L., Unterweger, S., Bischof, K., Darnhofer, B., Siva Sankar, D. and Rechberger, G. *et al.* (2022) Rbp95 binds to 25S rRNA helix H95 and cooperates with the Npa1 complex during early pre-60S particle maturation, *Nucleic Acids Res.*, **50**, 10053–10077.
17. Mitterer, V., Shayan, R., Ferreira-Cerca, S., Murat, G., Enne, T., Rinaldi, D., Weigl, S., Omanic, H., Gleizes, P.-E. and Kressler, D. *et al.* (2019) Conformational proofreading of distant 40S ribosomal subunit maturation events by a long-range communication mechanism, *Nat Commun.*, **10**, 2754.
18. García-Gómez, J.J., Fernández-Pevida, A., Lebaron, S., Rosado, I.V., Tollervy, D., Kressler, D. and de la Cruz, J. (2014) Final pre-40S maturation depends on the functional integrity of the 60S subunit ribosomal protein L3, *PLoS Genet.*, **10**, e1004205.

How the deposited data were processed for this re-analysis (not part of the article)

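CRAC data were used from 1 library of the strain with Sni445-HTP and 1 of the untagged control strain. The mapping of libraries to strains came from the sample labels together with the methods and the strain table of the study.

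The authors separated the libraries by their index, which carries 3 random bases, with 1 mismatch allowed, checked read quality with FastQC 0.12.1, aligned with Novoalign 3.09.00 with random placement of reads that match several sites, and counted with pyReadCounters of pyCRAC 1.5.1 by the methods, or Counters 1.4.4 by the header of the counts. The deposited counts are reads per feature in sense and in antisense and a number of distinct cDNAs per feature, under read length limits of 30 and 1000. How reads were collapsed into cDNAs is not named in the text of the paper or the header, and the cDNA number is not split by direction. The authors' genome, EF2.59, differs from R64, which was used only for gene places and sequences, by gene name.

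Computed here, in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, were the share of each RNA family in the sense counts with its exact Clopper-Pearson interval at 95%, and the ratio of shares between the libraries with an exact conditional binomial interval. A control count of 0 was set to a floor of 3 counts, which gives a lower bound on a ratio for counting error only. A feature was called higher with at least 100 reads in Sni445-HTP and a share at least 4 times that of the control. The count of snoRNAs with a higher share used another rule, at least 100 reads in Sni445-HTP and a share above that of the control by any amount. In cDNA counts, both minimums were 100 cDNAs. The features named in the text are every RNA the study names, the genes SNI445, KRE33 and TAN1, the 5 features with the largest share in each library, and the 5 with the largest ratio among those with at least 100 reads in Sni445-HTP. Internal spacer 1, the other spacers and snR31 were named after their values were seen. The median ratio of the other snoRNAs, over those with at least 10 reads in the libraries together, was set among 10000 random lists drawn from the 50 features nearest in mean count. Plots were drawn with matplotlib 3.10.9.

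The sum of the feature counts equalled the total in the header for both libraries and both limits. The depth was 21867727 mapped reads with Sni445-HTP and 12654405 in the control, so the intervals on the large shares are narrow. They cover counting error only, and no replicate error could be estimated from 1 library per strain.

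The rule was tested on simulated counts for 5758 features, with 200 of them changed 8-fold. Changed features were drawn only among those with control reads, and the counts held counting error without PCR copies. In the data, 27 of the 38 features that passed the rule had no control read, so the simulation did not test such calls. With the changed features drawn among scarce ones, both library totals and median-ratio scaling found 100% of them and called 0 unchanged features. With changed features of any abundance, library totals found 0%: the changed features then raised the total by 2.68 times, so their shares rose by 2.99-fold, under the minimum of 4, and the measured median was 2.99. Median-ratio scaling found 100% in that case. The first version of the simulation held only the case of any abundance, and the scarce case was added after its result was seen. A ratio of shares is therefore not a ratio of amounts where a few features take most of a library, as they do with Sni445-HTP. The percentile among random lists was tested on 500 simulated sets without a difference, with 200 lists each. With the set left out of the features that lists were drawn from, 13.6% of the sets fell under 5 or over 95, where chance gives 10%, so the set was kept among them, which gave 7.4%. This change was made after the percentile of the snoRNAs had been seen, and the percentile was 100 under both.

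The alternatives set before the data were examined were the 30 limit on read length, other denominators, sense and antisense counts together, overlapping rRNA features counted once, median-ratio scaling, TMM scaling with calcNormFactors of edgeR 4.0.16 in R 4.3.3, and other minimum counts, ratios and floors. The use of cDNA counts, for features without antisense reads, and a denominator without intergenic regions were added after seeing the data, and so was every alternative for the ratio of a single snoRNA other than snR4 and snR45. Positions of reads, deletions and substitutions within snR4 and snR45, northern blots, mass spectrometry and genetic data were not analysed here, and neither was Supplementary Table S3.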

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

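All tests in this part were chosen only after the results were seen. Each result below is a signal above the untagged control in features the paper does not name, or a property of the counts it does not report. The paper does describe CRAC reads that run past the 3′ ends of snR4 and snR45. Whether the intergenic features below hold those reads was not tested. With 1 library per strain, none of them has a replicate check.

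Intergenic feature INT_0_2879 had 16.3% of the Sni445-HTP counts and INT_0_9029 had 1.19%, together 97.3% of the other RNA. Their shares were 39.5 times (39.2 to 39.7) and 214 times (202 to 226) those of the control. The explanation that they lie elsewhere in the genome than beside snR4 and snR45 was tested by the numbers of the features. The antisense count of INT_0_2876 with Sni445-HTP, 12785925, differs by 24 from the sense count of snR4, and that of INT_0_9028, 8670681, differs by 20 from that of snR45, so these features lie opposite the snoRNAs. INT_0_2879 is 3 numbers and INT_0_9029 1 number away from them, which argues against a place elsewhere as far as numbers follow the genome. In 24 intergenic features whose antisense count equals the sense count of a single gene they did, with 0 of 276 pairs out of order, but these are too sparse to give a place in nt. A candidate explanation is that reads of snR4 and snR45 were counted again on the neighbouring feature. Outside snR4 and snR45 the library had 411165 mapped reads, while both features had 4732930 reads, so at least 91.3% of these must also be counted on snR4 or snR45. The other RNA family with Sni445-HTP may therefore be for the most part reads of these snoRNAs. Whether they are immature or trimmed RNA was not tested by position.

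In Sni445-HTP there were 664 reads per distinct cDNA on snR4 and 309 on snR45, against a median of 4.19 (range 2.40 to 28.3) over the other snoRNAs. A PCR preference for these sequences would be the same in both libraries. In the control snR4 had 3.52 times the median of the other snoRNAs, inside their range, against 159 times with Sni445-HTP, which argues against a shared preference as the whole cause. Distinct cDNAs running out at this depth stays open. INT_0_2879 had 2954 reads per cDNA, from 4410869 reads, which is fewer reads than snR4 had. INT_0_9029 had 420 reads per cDNA, from 322061 reads, while RDN37-1, the next most read feature, with 165170 reads on a longer RNA, had 6.29. In the control, INT_0_9029 had 107 reads per cDNA from 1281 reads, and RDN37-1 had 45.9 from 4032407 reads. These features differ in depth as well as in length, so the comparisons do not settle whether distinct cDNAs ran out. Saturation and uneven amplification cannot be told apart without read positions. In either case a share of reads and a share of cDNAs measure different things for these snoRNAs, and both were above the control.

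In the control, 24 of the 74 other snoRNAs had no read, while they had 29 to 654 reads each with Sni445-HTP. Too few cDNAs in the control to see them was weighed by the number of control cDNAs for each cDNA of Sni445-HTP. At the median over the snoRNAs with reads in both libraries, 1.35, the 24 would have 8.13 to 188 control cDNAs, and at the median over all 74, 0.701, all 24 would still have at least 3, which goes against it for a typical rate. The rates of the 24 themselves are not known, however, and detected snoRNAs go far lower. The snoRNA snR31, with 205 cDNAs in Sni445-HTP and 1 in the control, shows how low the recovery of a detected snoRNA can be, and at its rate the highest of the 24 would have 0.678 control cDNAs, so this explanation stays open. Shorter snoRNAs may be recovered less in the control. Of the 37 shorter snoRNAs 20 had no control read, and of the 37 longer ones 4. The same order was seen within each class, split at its own median length. Among box C/D snoRNAs, 14 of the 22 shorter and 7 of the 22 longer ones had no control read, and among box H/ACA snoRNAs 3 of 16 and 0 of 13. Of random lists of as many snoRNAs of the class, 6.58% had a median length as short in box C/D and 4.11% in box H/ACA. The snoRNAs without control reads were also scarcer in Sni445-HTP, with a median of 20 cDNAs against 58 in box C/D and 53 against 173.5 in box H/ACA, so short length and too few cDNAs cannot be told apart. Whether box C/D snoRNAs are recovered less at a given length stays open too, since 1 of 7 longer box C/D snoRNAs and 3 of 29 box H/ACA ones had no control read and none of the 37 shorter ones is box H/ACA. A filter applied to the control alone, or a difference in how RNA was recovered from the strains, was not tested, and no biological explanation was tested.

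The genes RPS7B, RPL2B, RPL2A and PGI1 had 6446, 1401, 935 and 891 reads with Sni445-HTP and none in the control. With the control at the floor of 3 reads, their read shares were at least 1828-fold, 397-fold, 265-fold and 253-fold higher. This floor treats reads as independent, while protein-coding features with at least 10 cDNAs in the control had a median of 43.0 reads per cDNA. The folds therefore do not bound the recovery of these genes. The longest stretch that any of them shares with snR4 or snR45 and their flanks is 11 nt, which argues against reads of these snoRNAs placed on the genes. A few cDNAs amplified many times are a likely contribution for RPS7B, which had 16 cDNAs with 403 reads each. RPL2B, RPL2A and PGI1 had more cDNAs, 40, 36 and 37, with 35.0, 26.0 and 24.1 reads each. These values are still above the median of 3.11 over protein-coding features, so amplification may contribute there as well. The genes RPL2A and RPL2B share an identical stretch of 188 nt, so reads could be split between them at random by the authors' alignment. Binding of these mRNAs by Sni445 was not tested.

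Internal spacer 1 of the pre-rRNA lies directly 3′ of the 18S rRNA. Its reads were 6.02% of those on the precursor features with Sni445-HTP (5.93 to 6.10) and 1.20% in the control (1.19 to 1.21), a ratio of 5.02. The precursor features span the mature rRNAs too. With Sni445-HTP they had 310566 reads against 226081 on 25S rRNA, and in the control 7900873 against 5931073. The percent is therefore not a part of unprocessed pre-rRNA alone. Pre-rRNA recovered in general would raise the other spacers to a like degree, but the ratio was 1.05 for the 5′ external spacer and 1.11 for internal spacer 2. In cDNAs these were above 1, at 1.17 (1.11 to 1.23) and 1.48 (1.36 to 1.62), so a smaller general rise is not excluded. Within the 30 limit internal spacer 2 did have a ratio of 6.50, and above it 0.770, so the contrast between the internal spacers rests on the longer reads. A few cDNAs amplified many times are argued against by a ratio of 5.34 (5.07 to 5.63) in cDNAs. Different read lengths are argued against by ratios of 3.34 within the 30 limit and 7.35 above it. The share of all counts on internal spacer 1 was still lower with Sni445-HTP, 0.0692% against 0.412%. As a hypothesis, Sni445 may touch pre-rRNA near the 3′ end of the 18S rRNA, where C1773, the target of snR45, lies 27 nt from the end. The 18S rRNA was 31.2% of the 18S and 25S cDNAs with Sni445-HTP and 20.5% in the control, but 18.6% and 19.4% of the reads, so this hypothesis and another difference between the libraries cannot be told apart.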

How the results depend on the processing

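Of the tests here, cDNA counts, the denominator without intergenic regions and all alternatives for single snoRNAs other than snR4 and snR45 were chosen only after the results were seen. The other alternatives were set before the data were examined. In all 20 values of the snR4 and snR45 ratios under the alternatives that were run, the share was higher with Sni445-HTP than in the control. For snR4 they ran from 14.1 to 2183, and for snR45 from 26.4 to 4096. The shares themselves moved beyond their narrow counting intervals under every alternative that was run. No paired analysis was possible because each strain has 1 library and no test was made.

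Under the 30 limit on read length, the shares with Sni445-HTP were snR4 38.8%, snR45 27.3%, all snoRNAs 66.3%, other snoRNAs 0.130%, rRNA 2.46% and other RNA 31.3%, and those in the control were snR4 1.62%, snR45 0.890%, all snoRNAs 7.20%, other snoRNAs 4.69%, rRNA 73.0% and other RNA 19.8%. The ratios were 23.9 for snR4 and 30.7 for snR45. The cause was not tested.

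The denominators change the shares by their construction. Over mapped reads, the counts per 100 reads with Sni445-HTP were snR4 58.5%, snR45 39.7%, all snoRNAs 98.3%, other snoRNAs 0.172%, rRNA 2.86% and other RNA 22.2%, and those in the control were snR4 1.90%, snR45 0.685%, all snoRNAs 13.9%, other snoRNAs 11.3%, rRNA 126% and other RNA 41.1%, with ratios of 30.8 for snR4 and 57.9 for snR45. Over reads on features other than rRNA, which gives no value for the rRNA share in either library, the shares with Sni445-HTP were snR4 48.5%, snR45 32.9%, all snoRNAs 81.5%, other snoRNAs 0.143% and other RNA 18.5%, and those in the control were snR4 3.45%, snR45 1.25%, all snoRNAs 25.3%, other snoRNAs 20.6% and other RNA 74.7%, with ratios of 14.1 for snR4 and 26.4 for snR45. Without intergenic regions, the shares with Sni445-HTP were snR4 57.5%, snR45 39.0%, all snoRNAs 96.7%, other snoRNAs 0.169%, rRNA 2.82% and other RNA 0.441%, and those in the control were snR4 1.12%, snR45 0.405%, all snoRNAs 8.20%, other snoRNAs 6.68%, rRNA 74.7% and other RNA 17.1%, with ratios of 51.4 for snR4 and 96.4 for snR45. Without snR4, snR45 and rRNA in the denominator, the ratios were 72.1 for snR4 and 135 for snR45.

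With sense and antisense counts together, the shares with Sni445-HTP were snR4 26.2%, snR45 17.7%, all snoRNAs 44.0%, other snoRNAs 0.0769%, rRNA 1.28% and other RNA 54.7%, and those in the control were snR4 0.667%, snR45 0.241%, all snoRNAs 4.88%, other snoRNAs 3.98%, rRNA 44.7% and other RNA 50.4%, with ratios of 39.3 for snR4 and 73.7 for snR45. Here the antisense counts of features opposite snR4 and snR45 enter the total. With overlapping rRNA features counted once, the shares with Sni445-HTP were snR4 47.9%, snR45 32.5%, all snoRNAs 80.6%, other snoRNAs 0.141%, rRNA 1.19% and other RNA 18.2%, and those in the control were snR4 1.58%, snR45 0.572%, all snoRNAs 11.6%, other snoRNAs 9.45%, rRNA 54.1% and other RNA 34.3%, with ratios of 30.3 for snR4 and 56.8 for snR45. Only features of the rRNA class were treated as overlapping.

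In distinct cDNAs in place of reads, the shares with Sni445-HTP were snR4 10.0%, snR45 14.6%, all snoRNAs 29.2%, other snoRNAs 4.53%, rRNA 55.4% and other RNA 15.5%, and those in the control were snR4 0.287%, snR45 0.118%, all snoRNAs 6.03%, other snoRNAs 5.63%, rRNA 72.1% and other RNA 21.9%, with ratios of 35.0 for snR4 and 124 for snR45. The cause was not tested here. As with reads, a cDNA on overlapping rRNA features was counted on each.

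Scaling moves every ratio by one factor. Median-ratio scaling, over 587 features, added 5.59 to each log2 ratio and TMM added 5.13. The ratios were then 2183 for snR4 and 4096 for snR45 under median-ratio scaling and 1587 for snR4 and 2978 for snR45 under TMM.

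The median ratio of the other snoRNAs, 0.112, reversed its direction under 3 alternatives. It was 2.08 under the 30 limit, 5.38 under median-ratio scaling, where the shift in scale shows the cause, and 3.17 in cDNA counts. The cause was not tested for the 30 limit and the cDNA counts. It stayed below 1 at 0.178 without snR4, snR45 and rRNA in the denominator, at 0.112 with 1 read added to each count and at 0.0833 for snoRNAs with at least 100 reads in the libraries together.

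Of the other snoRNAs named in the study, U14 and snR35 changed direction under the 30 limit, to 5.64 and 2.95, and in cDNA counts, to 3.17 and 1.80. Under the 30 limit they had only 56 and 107 control reads. SNR17A and snR77 changed direction in cDNA counts, to 1.18 and 1.43, the latter with an interval that includes 1. The cause was not tested. The scalings multiply every ratio by the same factor, so a ratio that passes 1 there shows only how far below 1 it had been. Under median-ratio scaling these were U14 at 3.93, snR35 at 4.11, SNR17A at 1.08, snR77 at 1.12 and snR30 at 1.17, and under TMM U14 at 2.86 and snR35 at 2.99.

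The number of features with a share at least 4 times that of the control, 38, was 284 with a minimum of 10 reads, 6 with a minimum of 1000 reads, 68 under median-ratio scaling and 12 in cDNA counts. The number of snoRNAs with at least 100 reads and a share above that of the control by any amount, 14, was 27 and 2 with those minimums, 49 under median-ratio scaling, which included all 14, and 22 in cDNA counts, there with at least 100 cDNAs. A minimum changes these counts by its construction. Under the remaining alternatives they were between 38 and 41 features and between 14 and 18 snoRNAs. The percent of reads within the 30 limit moved for other RNA with Sni445-HTP, from 97.7% to 98.0%, when features under 100 reads were left out, and 4 other such values stayed within their intervals. The remaining 5, those of snR4 and snR45 in both libraries and of rRNA in the control, have no feature under 100 reads, so this alternative could not change them.

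Depth limits the snoRNAs with few reads in either library. Those at 0 in the control give lower bounds for counting error only, and with 1 library per strain no setting shows how far a repeat of the experiment would move any value.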

Differences from the paper's values

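In the analysis as reported, none of the paper's values for a measure computed here differed by more than 1.5 times. The paper's reported shares with Sni445-HTP are 80% for snoRNAs, 47% for snR4 and 32% for snR45, against 79.7%, 47.4% and 32.1% here. Those are shares of the counts on features. Over mapped reads, an alternative set before the data were examined, they were 98.3%, 58.5% and 39.7%, also within 1.5 times of the paper's values. With sense and antisense counts together they were 44.0%, 26.2% and 17.7%, more than 1.5 times under them. For the remaining families the paper's pie charts show about 2.3% rRNA and about 18% other RNA with Sni445-HTP in Fig. 2A, read by eye, against 2.32% and 18.0% here. For the untagged control, Supplementary Fig. S4A shows about 70% rRNA, about 23% other RNA, about 6.2% other snoRNAs, about 1.0% snR4 and about 0.4% snR45, read by eye, against 69.7%, 22.7%, 6.23%, 1.05% and 0.378% here.

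Under several of the alternatives set before the data were examined, values did differ from the paper's by more than 1.5 times, most of them in the control. Over mapped reads, all control values did, with 126% rRNA, 41.1% other RNA, 11.3% other snoRNAs, 1.90% snR4 and 0.685% snR45. Over reads on features other than rRNA, the control had 74.7% other RNA, 20.6% other snoRNAs, 3.45% snR4 and 1.25% snR45. With sense and antisense counts together it had 44.7% rRNA, 50.4% other RNA, 3.98% other snoRNAs, 0.667% snR4 and 0.241% snR45, and other RNA with Sni445-HTP was 54.7%. Under the 30 limit, snR4 in the control was 1.62%, snR45 in the control 0.890% and other RNA with Sni445-HTP 31.3%. With overlapping rRNA features counted once, other snoRNAs in the control were 9.45% and snR4 1.58%. The rRNA share with Sni445-HTP was 1.28% with sense and antisense counts together and 1.19% with overlapping features counted once, also more than 1.5 times under the paper's, but below the control in every case.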

Other observations

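All tests in this part were chosen only after the results were seen.

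The untagged control had 239984 reads on snR4, behind snR10 alone among the snoRNAs, and 86728 on snR45, at rank 8. One candidate explanation is that reads of Sni445-HTP were assigned to the control. Such reads would carry the length mix of their library, but 97.2% of the snR45 reads in the control were within the 30 limit against 47.9% with Sni445-HTP. The 2423 longer snR45 reads of the control, against 4515004 with Sni445-HTP, allow a transfer of 0.0537%. That gives at most 2.86% of the control's snR4 reads and 5.37% of its snR45 reads, which argues against transfer as the whole cause. Why the control's snR45 reads are so short was not tested.

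Over all reads, the reads on INT_0_2879 as a part of those on snR4 were 39.6 for every 100 in the control and 34.5 with Sni445-HTP. For snR45 and INT_0_9029 the order was the opposite, 1.48 and 3.71. These are ratios of counts, since in the control the totals do not require any read on the features to be a snoRNA read too. Different read lengths in the libraries are a candidate explanation for the order over all reads. Within the 30 limit the part was 61.6 in the control and 73.9 with Sni445-HTP, and among longer reads 0.604 and 0.820, so the order turned round in both length classes, while 64.0% of the snR4 reads in the control were within the limit against 46.1%. If immature snR4 is bound by Sni445 more than mature snR4, the part should be larger with Sni445-HTP at like read length, by reads and by cDNAs. By reads it was, but in cDNAs within the limit it was 30.8 in the control and 14.4 with Sni445-HTP. Of the cDNAs on INT_0_2879, 1104 of 1493 with Sni445-HTP and 201 of 210 in the control were within the limit. On snR4 these were 7649 of 19263 and 653 of 1423. Longer cDNAs were not compared on their own, so the cDNA result covers the short class only. For snR45 and INT_0_9029 the part within the limit was larger with Sni445-HTP by reads, 7.74 against 1.52, and by cDNAs, 9.11 against 2.46. The control's snR4 reads may themselves come from the same snoRNP in unknown part. The start of the feature in the authors' annotation is not known here, and its place on the 3′ side rests on its number alone. Binding of immature snR4 and background recovery therefore cannot be told apart from these counts.

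Over the box C/D snoRNAs other than snR4 and snR45, the median ratio of shares was 0.301 over 44 snoRNAs with those at 0 in the control at the floor, and 0.0271 over the 23 with control reads. Over the box H/ACA snoRNAs it was 0.0853 over 29 and 0.0832 over the 26 with control reads. The order of the classes thus flips with the treatment of snoRNAs without control reads, and no explanation was tested.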
